# scEpiAge: an age predictor highlighting single-cell ageing heterogeneity in mouse blood

**DOI:** 10.1038/s41467-024-51833-5

**Published:** 2024-08-31

**Authors:** Marc Jan Bonder, Stephen J. Clark, Felix Krueger, Siyuan Luo, João Agostinho de Sousa, Aida M. Hashtroud, Thomas M. Stubbs, Anne-Katrien Stark, Steffen Rulands, Oliver Stegle, Wolf Reik, Ferdinand von Meyenn

**Keywords:** Ageing, Epigenetics, Biomarkers

## Abstract

Ageing is the accumulation of changes and decline of function of organisms over time. The concept and biomarkers of biological age have been established, notably DNA methylation-based clocks. The emergence of single-cell DNA methylation profiling methods opens the possibility of studying the biological age of individual cells. Here, we generate a large single-cell DNA methylation and transcriptome dataset from mouse peripheral blood samples, spanning a broad range of ages. The number of genes expressed increases with age, but gene-specific changes are small. We next develop scEpiAge, a single-cell DNA methylation age predictor, which can accurately predict age in (very sparse) publicly available datasets, and also in single cells. DNA methylation age distribution is wider than technically expected, indicating epigenetic age heterogeneity and functional differences. Our work provides a foundation for single-cell and sparse data epigenetic age predictors, validates their functionality and highlights epigenetic heterogeneity during ageing.

## Abstract (web summary)

Here, the authors generate a single-cell DNA methylation and transcriptome dataset from mouse peripheral blood samples, spanning a broad range of ages. They next develop scEpiAge, a single-cell DNA methylation age predictor.

## Introduction

The observation that specific DNA methylation patterns at CpG sites (hereafter DNAme) correlate robustly with age has led to the development of statistical models trained to predict age using DNAme measurements at a few hundred genomic loci^1–3^. These models, termed epigenetic or DNAme clocks, are capable of great accuracy, demonstrating their importance in the ageing field^2^. DNAme clocks have been created for a variety of species, including human, mouse^4–6^, and more recently across multiple species, demonstrating the evolutionary conservation of the DNAme ageing process^7^. Noteworthy, while these models are trained based on chronological age, they do predict biological age, i.e., the biological functional decline associated with ageing, which can be dissociated from chronological age and is linked to disease risk and progression^8–10^. These results illustrate the medical utility of DNAme ageing clocks and their relevance for measuring the effects of perturbations, such as drugs and other interventions. However, many DNAme–age associations are potentially confounded by changes in cell composition, particularly in blood where proportions of white blood cells are known to vary with age^11^. Additionally, within a given tissue or cell type, it is not known whether DNAme ageing is a cell-intrinsic process, such that all cells age at the same rate, or whether the ageing process is inherently heterogeneous and, as such, a cell population phenomenon. This underscores the need for better understanding and the relevance to develop single-cell age predictors and analysis. Additionally, the potential to use these age predictors in genetic or drug perturbation assays can facilitate massively parallel single-cell screens with biological age as a readout.

The possibility to profile DNAme in single cells genome-wide has become available in the last few years^12–15^, but the datasets generated by these methods differ substantially from those generated by bulk approaches in three key aspects. First, single-cell DNAme data is almost entirely binary—i.e., methylation values are either 0 or 100% for any given cytosine. Second, the datasets are very sparse with typically >90% missing values. Finally, the genomic coverage is essentially random, such that a dataset of a few hundred cells will contain no or only very few genomic loci with information from every single cell. These properties represent major challenges for generating age predictors using current approaches, which have relied on datasets with deep coverage at a consistent set of CpG sites. In earlier work, where muscle stem cells from young and old mice were studied^16^, we addressed this issue by aggregating the single-cell datasets and then retraining the original model^5^, only including sites covered in the single-cell dataset. While this approach was feasible, it is not scalable and only applicable if several preconditions are fulfilled.

Here, we develop an approach termed scEpiAge which addresses these challenges by taking a different approach to traditional epigenetic clocks. Our method works by reversing the standard elastic net regression setup, predicting DNAme from age as opposed to age given DNAme and crucially does not require the same set of CpG sites to be covered in each cell, whilst explicitly leveraging redundancy and modelling different possible relationships between age and DNAme. A recent study^17^ built a similar model, but the authors could only validate their predictions on a small dataset of publicly available adult mouse hepatocytes. In this study, we therefore also generate a large single-cell dataset from peripheral blood cells of mice spanning a broad range of ages (10–101 weeks), using scM&T-seq^18^ to profile single-cell methylomes and transcriptomes from the same cells.

We show that scEpiAge allows us to predict epigenetic age more accurately in single cells than previous methods and can also be applied to bulk methylation data, including low-depth bisulfite sequencing. Further, our analyses reveal cell type-dependent biological variation in the epigenetic age of mouse blood cells of a given chronological age. Overall, we present a robust single-cell age estimator in the mouse and develop a methodological foundation for better epigenetic age predictors.

## Results

### Ageing-related changes in expression and DNA methylation in blood-derived single cells

We collected peripheral blood from mice spanning ages from 10 to 101 weeks (Fig. 1A, Supplementary Data 1). Following red blood cell lysis, we sorted individual cells into 96-well plates containing scM&T-seq lysis buffer. Subsequently, we performed scM&T-seq^18^ and generated paired single-cell methylomes and transcriptomes from 1055 cells, of which 853 passed methylation quality control (QC) filters, 981 passed expression QC filters and 823 passed filters on both (Supplementary Data 1).

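Single cells from the blood of 11 mice were profiled by scM&T-seq, which reads the RNA and the DNA methylation of the same cell, and the RNA counts were analysed here. The mice were 9.6 and 9.7 weeks old (n = 2), 36.1 weeks old (n = 3), 77 to 77.4 weeks old (n = 3) and 99.1 to 101.1 weeks old (n = 3), and are named 10, 36, 77 and 101 weeks as in the paper. The cells of each mouse came from a plate of their own, with 95 or 96 cells per plate. The authors mapped the reads to GRCm38, counted them per Ensembl gene and deposited whole-number counts without normalization for 38788 genes and 1055 cells. The reads carry no molecular identifiers, so the counts of a gene in a cell are not independent molecules, and the intervals and limits given for them cover counting error only. Mouse, age, cell type, red blood cell contamination class and predicted epigenetic age of each cell were taken from Supplementary Data 1 by cell identifier. It lists 981 cells with RNA, of which 978 have a cell type. The total counts of the 981 cells ranged from 157049 to 1222914, with a median of 354514. The median over cells was 321354 at 10 weeks, with counts from 157049 to 1222914, and 341078 at 36 weeks, with counts from 158739 to 1012323. It was 335073 at 77 weeks, with counts from 157578 to 1036596, and 394676 at 101 weeks, with counts from 164702 to 1066495. Per mouse, the mean was 436250 ± 8561 (SD, n = 3 mice) counts at 101 weeks and 369291 ± 19978 (SD, n = 8) in the younger mice (exact permutation test, two-sided, p = 0.0121, the smallest p that 3 mice against 8 allow). Because of this difference in depth, genes detected per cell were compared after a random draw of 150000 counts from each cell. The mouse was taken as the replicate in every test. The names of the raw read files hold a number that was read here as the sequencing lane, 1 for 411 cells and 2 for 644. The methods give 384 cells per lane, so this reading is uncertain. All 3 mice of 101 weeks and 4 of the 8 younger mice had cells on lane 2, so values within lane 2 are given beside many of the pooled ones.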

**Fig. 1:**
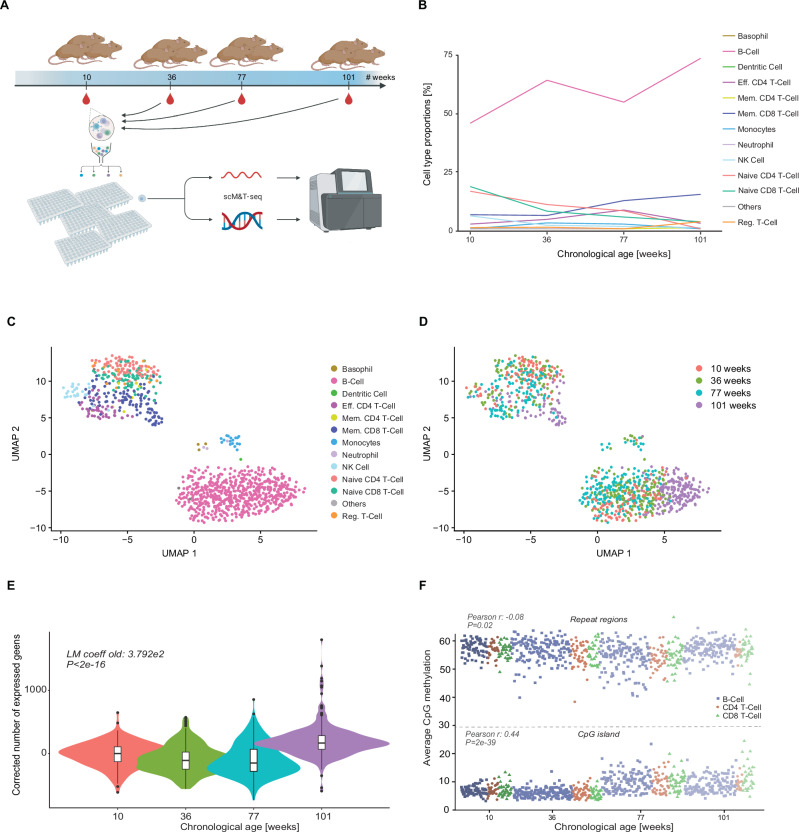
Study overview and data exploration. **A** Illustration of the data collected for this study. We collected blood at 4 time points (10, 36, 77 and 101 weeks of age) from three mice each, FACS sorted single cells into 96-well plates and performed scM&T-seq^18^ on 1055 cells in total. Created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. **B** Cell type composition overview stratified by chronological age. Lines depict the average percentages. **C**, **D** Exploratory UMAP figures of the single-cell expression data: **C** Cell type annotated UMAP, and **D** UMAP annotated by chronological age. **E** Violin plots and boxplots showing the number of genes expressed/detected in each cell at the different mouse ages. Boxplots show median levels and the first and third quartile, whiskers show 1.5× the interquartile range. Statistics shown are from a linear model testing the number of expressed genes in the 101-week-old mice versus the younger ages. **F** Average single-cell DNAme levels in repeat regions (top half) and CGIs (bottom half). Shape and colour represent the cell type (blue squares B-cell, orange dots CD4+ T-cell, green triangles CD8+ T-cell), ordered by age. Statistics shown are from Pearson correlations assessing the link between DNAme in repeat regions versus age (top), and DNAme in CGIs and age (bottom).

As a first step, we used the single-cell transcriptome data to perform combined de novo and reference-based cell type annotation (see “Methods” for details). This resulted in a cell type classification and identification of the major categories of blood cell types. 

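The annotation of Supplementary Data 1 holds 600 B-cells (61.3% of 978), 151 CD4+ T-cells and 178 CD8+ T-cells, and 49 other cells, among them 25 NK cells and 17 monocytes. A gene was called detected in a cell with at least 1 count. Cd79a was detected in 98.8% of B-cells, 2.65% of CD4+ T-cells and 1.12% of CD8+ T-cells, and Ms4a1 in 94.3%, 0.662% and 1.69%. Cd3d was detected in 0.833% of B-cells, 94.7% of CD4+ T-cells and 96.1% of CD8+ T-cells. Cd8b1 was detected in 89.9% of CD8+ T-cells and 4.64% of CD4+ T-cells. Cd4 separated the T-cells less completely, with 38.4% of CD4+ T-cells and 0.562% of CD8+ T-cells. Ncr1 was detected in 44.9% and Lyz2 in 38.8% of the other cells, and neither in any B-cell or CD4+ T-cell. In 600 B-cells, 0 with a count allow a share of up to 0.5%. Other markers of NK cells and monocytes separated the types less. Klrb1c was detected in 46.9% of the other cells, 17.2% of CD4+ T-cells and 9.55% of CD8+ T-cells. Csf1r was detected in 44.9% of the other cells, 29% of B-cells and 35.8% of CD4+ T-cells. Its mean was 196 CPM in the other cells, 1.07 in B-cells and 1.23 in CD4+ T-cells.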

The cell type proportions reflect the expected distribution of B-, T-, and other blood cells (Fig. 1B)^19^. Examining the cell type proportions as a function of age, using propeller^20^, did not show any significant ageing effect. 

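Shares were computed per mouse over its annotated cells and correlated with age over the 11 mice, with two-sided permutation tests and Benjamini-Hochberg adjustment over 4 shares. CD4+ T-cells made up 20.3% ± 6.22 (SD, n = 2 mice) of cells at 10 weeks, 17.6% ± 0.974 (SD, n = 3) at 36 weeks, 19.0% ± 2.70 (SD, n = 3) at 77 weeks and 6.48% ± 3.02 (SD, n = 3) at 101 weeks. Pearson's r with age was -0.676 (permutation p = 0.0181, adjusted p = 0.0362) and Spearman's rho was -0.548 (permutation p = 0.0822, adjusted p = 0.164). Without the 2 mice farthest from the median age, r was -0.663 (exact permutation p = 0.0397), and within lane 2 it was -0.814 (7 mice, exact permutation p = 0.0349). With single mice left out, r did not pass the threshold without mouse 12 (-0.582, permutation p = 0.0723), mouse 3 (-0.616, permutation p = 0.0505) or mouse 1 (-0.605, permutation p = 0.0638). All 3 mice of 101 weeks had a lower share than every younger mouse (exact permutation test, p = 0.0121). Naive CD4+ and CD8+ T-cells together fell from 36.0% ± 14.0 (SD, n = 2) at 10 weeks to 16.8% ± 8.87 (SD, n = 3), 15.1% ± 5.55 (SD, n = 3) and 3.44% ± 3.07 (SD, n = 3) at the later ages. Their r was -0.786 (permutation p = 0.00344, adjusted p = 0.0138) and rho -0.876 (permutation p = 0.00054, adjusted p = 0.00216). Without the 2 mice of 10 weeks, which lie farthest from the median age, r was -0.641 (exact permutation p = 0.0702), so r did not pass the threshold without these mice. All 3 mice of 101 weeks (0 to 5.88%) had a lower naive share than every younger mouse, a difference of -17.5 percentage points (exact permutation p = 0.0121). Within lane 2, r was -0.939 (exact permutation p = 0.00317). For CD8+ T-cells, r was -0.0931 (permutation p = 0.781) and rho -0.189 (permutation p = 0.576), with r = 0.349 without the 2 mice of 10 weeks (exact permutation p = 0.389) and -0.294 within lane 2 (exact permutation p = 0.425). Mouse 1 of 101 weeks had 0 naive T-cells among 89 cells, which allows a share of up to 3.37%.

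**Figure D1:**
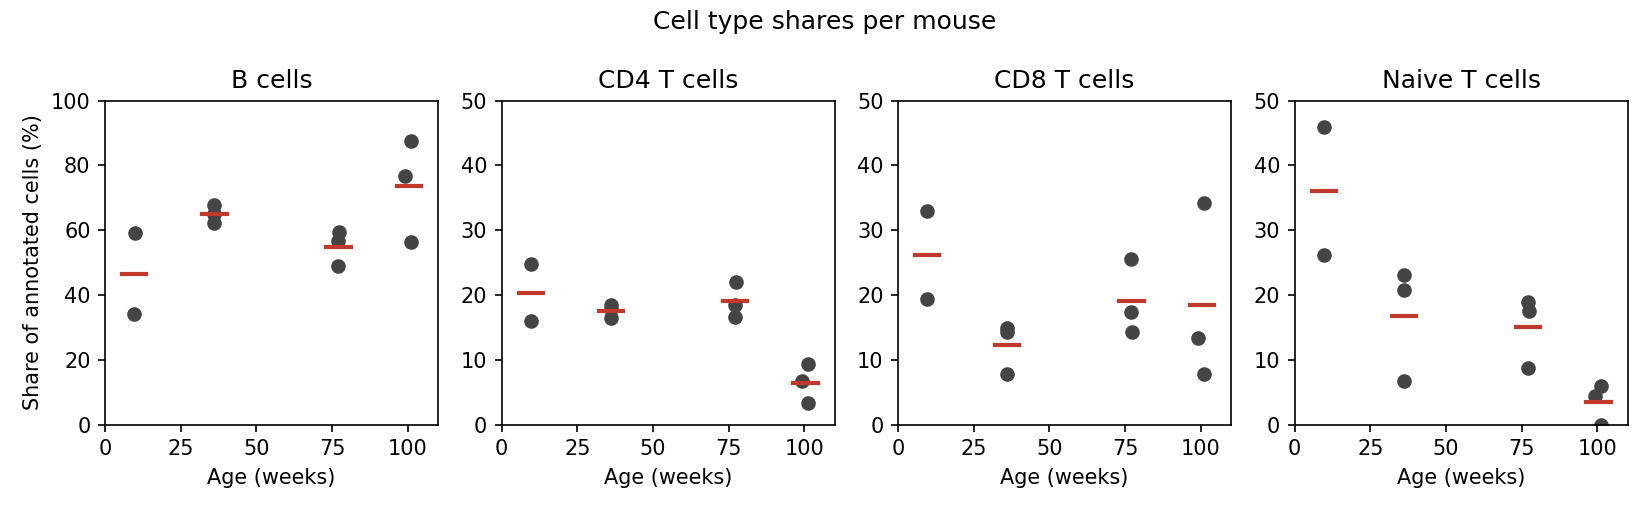
Share of annotated cells per mouse (%, y axis) against age in weeks (x axis) for B-cells, CD4+ T-cells, CD8+ T-cells and naive T-cells. Points are mice and lines are the means of each age, and the mice of 101 weeks lie at 3.37 to 9.41% for CD4+ T-cells and 0 to 5.88% for naive T-cells.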

Suggestively, we observe an increase in the B-cells proportion with age, agreeing with prior reports^19^, but this change was not significant in our sample set, probably due to the lower sample and cell numbers.

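B-cells made up 46.6% ± 17.7 (SD, n = 2 mice) of cells at 10 weeks, 64.9% ± 2.85 (SD, n = 3) at 36 weeks, 54.9% ± 5.41 (SD, n = 3) at 77 weeks and 73.6% ± 15.8 (SD, n = 3) at 101 weeks. Pearson's r with age was 0.483 (permutation p = 0.136, adjusted p = 0.181) and Spearman's rho 0.323 (permutation p = 0.332). Leaving out the 10-week mice gave r = 0.220 (exact permutation p = 0.594), and within lane 2 r was 0.707 (exact permutation p = 0.0667). The difference between 101 weeks and the younger mice was 17.0 percentage points (exact permutation test, p = 0.0848). At 101 weeks the shares of single mice spread from 56.5 to 87.6%.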

Dimensionality reduction of the single-cell transcriptome data showed clear segregation by cell type and not by age or animal (Fig. 1C, D). 

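For each of the 978 annotated cells, the 8 nearest neighbours were found in the first 10 principal components of the 2000 most variable genes, and the share of neighbours with the same label was divided by the share that chance gives. Neighbours had the same cell type in 81.8% of cases against 40.4% by chance, a ratio of 2.03 ± 0.221 (SD over 11 mice). They came from the same age in 36.9% of cases against 25.6% by chance, a ratio of 1.44 ± 0.211 (SD over 11 mice), and from the same mouse in 14.6% against 9.00%, a ratio of 1.62 ± 0.314. Among B-cells alone, the ratios were 1.39 for age and 1.47 for mouse. Because each plate held 1 mouse, mouse and plate are the same label here. The alternative that moved these ratios most was the use of the 5000 most variable genes, which gave 2.16 for cell type, 1.71 for age and 2.10 for mouse. With 50 principal components, the ratios were 2.11 for cell type, and lower for age (1.27) and mouse (1.38). No test was made of these ratios.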

The DNAme data did not show clear separations by age, cell type, or animal (Supplementary Fig. 1). This is likely explained by the sparse CpG coverage of the single-cell data. While we obtained data for approximately 1 million CpG sites in each cell, the number of CpGs covered between cells did drop markedly when jointly analysing multiple cells, even when we analysed the data at genome feature level (for instance, at promoters or enhancers). The global analysis of gene expression highlights that there is a significant difference between the number of genes expressed in samples from younger ages (10, 36, and 77 weeks) vs from older mice (101 weeks; Likelihood-ratio test (LRT) *p* < 2e-16; Fig. 1E), driving the separation observed in the UMAP plots (Fig. 1C, D). This effect is consistent in the three major cell types (Supplementary Fig. 2A–C), and we were able to replicate the effect in the four tissues of the Tabula Muris Senis study^21^ (Supplementary Data 2), but we also observed significant opposite effects depending on the tissue. 

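A gene was counted as detected in a cell with at least 1 of the 150000 counts drawn from it, and the mean per mouse was compared. The mice of 101 weeks had 2520 ± 123 (SD, n = 3) genes detected per cell and the younger mice 2091 ± 125 (SD, n = 8), a difference of 429.4 genes (exact permutation test, two-sided, p = 0.0121). The lowest mouse of 101 weeks had 2429 genes and the highest younger mouse 2322. Without the draw to an equal depth, the values were 3117 ± 116 (SD, n = 3) and 2531 ± 119.5 (SD, n = 8), a difference of 585.7 genes (exact permutation p = 0.0121). Within lane 2, where 3 mice of 101 weeks and 4 younger mice could be compared, the difference was 423.7 genes (exact permutation p = 0.0571, the smallest p that this design allows). In mouse 14 of 36 weeks, whose cells were split over both lanes, 22 cells of lane 1 had 2175 ± 210.3 (SD over cells) genes and 65 cells of lane 2 had 2217 ± 319. With each mouse left out in turn, the difference stayed between 359.8 and 475.1 genes. The paper names this difference as what drives the separation in its UMAP plots (Fig. 1C, D).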

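In B-cells, the mice of 101 weeks had 2349 ± 41.0 (SD, n = 3) genes detected per cell and the younger mice 1953 ± 119 (SD, n = 8), a difference of 395.5. In CD4+ T-cells, the values were 2806 ± 150.1 (SD, n = 3) and 2205 ± 102 (SD, n = 8), a difference of 601, from 17 cells at 101 weeks and 134 cells in the younger mice. In CD8+ T-cells, they were 3130 ± 25.5 (SD, n = 3) and 2372 ± 135 (SD, n = 8), a difference of 757.4, from 48 and 130 cells. In each type, every mouse of 101 weeks lay above every younger mouse (exact permutation tests, two-sided, p = 0.0121 each). Within lane 2, the differences were 383.8 genes in B-cells, 626.9 in CD4+ T-cells and 764.8 in CD8+ T-cells (exact permutation p = 0.0571 each). The alternative that lowered these differences most, the residual of a linear model on counts, cell type and contamination class, gave 276.1, 363 and 381.3 genes (exact permutation p of 0.0242 or less). The difference between 101 weeks and the younger mice was larger in CD8+ T-cells than in B-cells by 361.9 genes (exact permutation test of the difference, p = 0.0121). This excess was 105.2 genes with the residual of the linear model (exact permutation p = 0.0606), and 204.3 genes without 17 CD8+ T-cells of mouse 2 of 101 weeks that share the receptor gene Trbv19 (exact permutation p = 0.158).

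**Figure D2:**
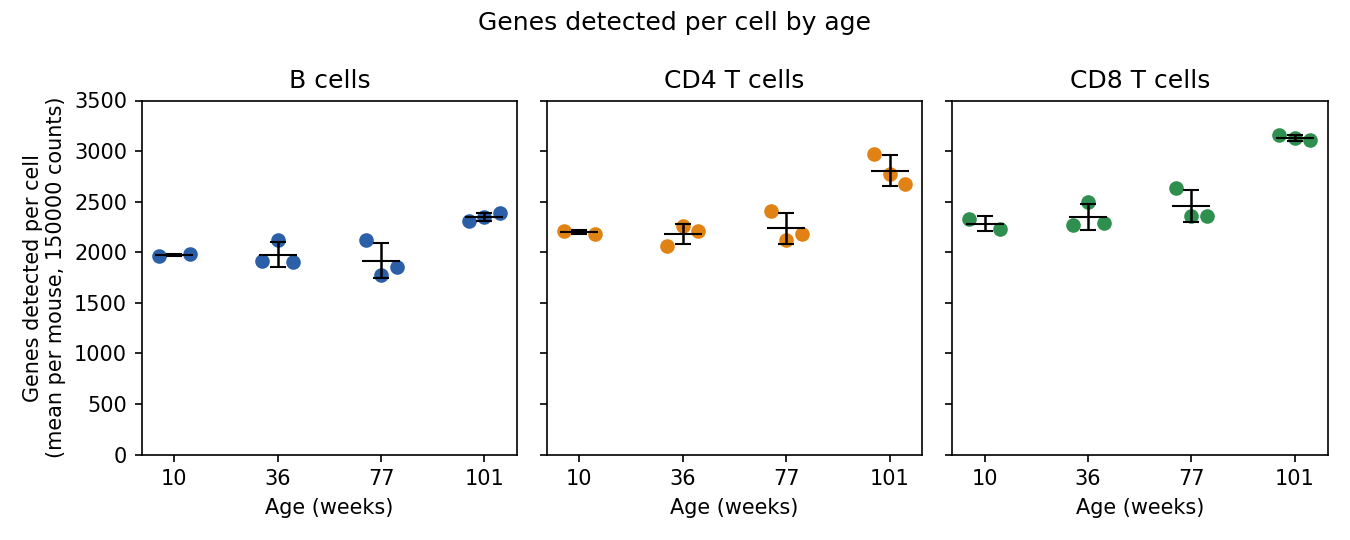
Mean number of genes detected per cell after a draw of 150000 counts (y axis) against age in weeks (x axis) in B-cells, CD4+ T-cells and CD8+ T-cells. Points are mice, horizontal lines are means and error bars are SD, and the mice of 101 weeks lie at 2306 to 2388, 2674 to 2969 and 3105 to 3156 genes.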

Given this incomplete replication, we also assessed the effect in a large human PBMC cohort, the OneK1K dataset^22^, where we also found that samples below 55 years of age (roughly equivalent to under 77 weeks in mouse) have significantly fewer genes expressed (LRT *p* < 2e-16; Supplementary Fig. 2D) as compared to samples over 64 (roughly equivalent to over 101 weeks of age in mice).

When comparing cells at the level of DNAme at repeat regions or CpG islands (CGIs; Fig. 1F), we observe limited variation between the cells over cell types and age, indicating high-quality data (see “Methods” for details). Interestingly, at shared CGIs, DNAme levels increased with age (*r* = 0.44, *p* < 2e-39), a phenomenon that could be replicated using data from sorted immune cells (*r* = 0.86, *p* < 9e-10; see “Methods” for details; Supplementary Fig. 3A). In contrast, in repeat regions we observed a weak but significant negative correlation with age in our single-cell data (Pearson *r* = −0.08, *p* = 0.02, see “Methods” for details), and this effect was even stronger in the bulk datasets (Pearson *r* = −0.45, *p* = 0.01; see “Methods” for details; Supplementary Fig. 3B).

We next assessed transcriptional differences at individual genes, using MAST (see “Methods” for details), and DNAme differences at the level of individual enhancers and promoters using a generalised linear mixed model (see “Methods” for details). 

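Counts were summed per mouse and cell type for mice with at least 3 cells of the type, and the slope on age was tested with edgeR's quasi-likelihood test, with the mouse as the unit. The tested genes were protein-coding, detected in at least 25% of the cells of the type, and detected in at least 5 cells at 2 or more ages. In CD4+ T-cells, 9 of 1938 genes passed an adjusted p of 0.1 (edgeR, Benjamini-Hochberg), 6 higher and 3 lower with age, and the 5 with the smallest p in each direction are named where there were as many. The summed counts per mouse ranged from 1631898 to 8759530, and the mice of 101 weeks had 3, 6 and 8 cells. Naive CD4+ T-cells numbered 29, 30, 24 and 2 at 10, 36, 77 and 101 weeks, and effector CD4+ T-cells 3, 9, 24 and 9. The fit held no term for subtype, so a shift in this mix cannot be told apart from a change within a subtype. Ahnak (ENSMUSG00000069833, chromosome 19 of GRCm38, 8989284 to 9076914) had 2012 ± 115 (SD, n = 3 mice) CPM at 101 weeks and 331.9 ± 174 (SD, n = 8) in the younger mice. Its log2 slope was 0.37 per 10 weeks (standard error 0.063, edgeR adjusted p = 0.0422). S100a6 (ENSMUSG00000001025, chromosome 3, 90612882 to 90624181) had a slope of 0.37 (standard error 0.061, edgeR adjusted p = 0.0422). H2-K1, S100a11 and Fth1 also rose, with slopes of 0.09, 0.31 and 0.11 (edgeR adjusted p = 0.0708, 0.0816 and 0.0824). Rplp0 fell by 0.09 per 10 weeks (edgeR adjusted p = 0.0422) and Gm20594 fell by 0.37 (edgeR adjusted p = 0.0816), at 0.593 CPM at 101 weeks. Gja1 fell by 0.68 (edgeR adjusted p = 0.0816), but 1 younger mouse had 77.4 CPM and the slope was -0.17 without mouse 24. DESeq2 on the same sums gave 62 genes (45 higher, 17 lower), which include these 9, limma on the mean of log2(CPM + 1) gave 171 (151 higher, 20 lower), and edgeR without the filter gave 548 (240 higher, 308 lower). The count was 0 with mean genes detected per cell as a covariate, within lane 2, with the lane-2 share of cells as a covariate, without mouse 24 of 10 weeks and without mouse 1 of 101 weeks, and 2 to 4 without mouse 11, 14, 15, 23, 21, 3 or 2. It was also 0 with mice of at least 10 cells, but this leaves out all mice of 101 weeks. In CD8+ T-cells, 1 of 2436 genes passed, Rgs1 (ENSMUSG00000026358, chromosome 1, 144242296 to 144249242), with a slope of 0.36 (standard error 0.052, edgeR adjusted p = 0.0189). It had 856 ± 377 (SD, n = 3) CPM at 101 weeks and 206.4 ± 141 (SD, n = 8) in the younger mice. The count was 0 without mouse 24, mouse 3 or mouse 1, 4 without mouse 11, 2 without mouse 21 or mouse 2, 46 by DESeq2, 131 by limma and 626 without the filter. It was also 0 with mean genes detected per cell as a covariate, in cells of contamination class 0, with mice of at least 10 cells (without mice 15 and 1) and within lane 2. The 3 genes with a hurdle FDR under 10% in the CD8 sheet of Supplementary Data 3 had slopes near 0. These were -0.022 for Ociad1, -0.011 for Uqcrc1 and 0.013 for Dcaf1 (standard errors 0.063, 0.077 and 0.13; edgeR adjusted p = 0.999 each), and 0 of 3 passed adjusted over the list alone. That list was chosen by the study on these cells, so the count over it is not independent evidence. The mean and detection columns of that sheet equal values over 329 CD4+ and CD8+ T-cells together. Which cells the paper tested is thus uncertain, and the slopes here are of CD8+ T-cells only. In simulated data with 200 genes changed by a log2 value of 2 over the range tested, this fit recovered 28% in CD4+ T-cells and 29% in CD8+ T-cells.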

Interestingly, at per-gene level, we did not see any significant transcriptional changes in CD4+ T-cells, and only three genes that were significantly differentially expressed in CD8+ T-cells (FDR < 10%, Supplementary Data 3A). 

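In B-cells, 0 of 1642 genes passed an adjusted p of 0.1 for the slope on age (edgeR), and 149 had an unadjusted p under 0.05. DESeq2 on the same sums gave 19 genes, limma on the mean of log2(CPM + 1) gave 30 and edgeR with no filter beyond 1 count gave 259, and 0 passed in edgeR within lane 2. The summed counts per mouse ranged from 9526865 to 31416921, from 29 to 78 cells. Of the paper's 97 genes, DESeq2 called 4, limma 5 and edgeR without the filter 4. The 10 genes with the smallest hurdle p in the B-cell age sheet of Supplementary Data 3, which the study chose on these cells, all had positive slopes, and 5 of 10 passed adjusted over the list alone. The largest among these with an unadjusted p under 0.05 were Gm47283 (chromosome Y, 90784738 to 90816464; log2 slope 0.27 per 10 weeks, standard error 0.090, edgeR adjusted p = 0.427) and Zfp36l2 (chromosome 17, 84183931 to 84187947; 0.18, standard error 0.056, edgeR adjusted p = 0.353). Zfp36l2 had 1148 ± 1012 (SD, n = 3 mice) CPM at 101 weeks, from 392.2 to 2297, and 421 ± 173 (SD, n = 8) in the younger mice. Gm47283 had 201 ± 166 (SD, n = 3) CPM at 101 weeks, from 9.58 to 306, and 78.1 ± 52.7 (SD, n = 8) in the younger mice, from 17.3 to 171. Its lowest mouse of 101 weeks thus lay below every younger mouse. Slc38a2 had a slope of 0.10, Rps28 of 0.061 and Rps15a of 0.053. The slopes of Gm21887, Junb, Rps29, BC005624 and Zfp317 were 0.27, 0.07, 0.05, 0.018 and 0.017, with unadjusted p over 0.05 in edgeR. Without mouse 1 of 101 weeks, the slope of Zfp36l2 was 0.075 (edgeR adjusted p = 0.813) and that of Junb 0.038. Without mouse 24 of 10 weeks, Slc38a2 had 0.065 and Rps29 0.027, and without mouse 12 of 10 weeks, Slc38a2 had 0.15 and Junb 0.11. With each mouse left out, BC005624 ranged from -0.026 to 0.052 and Zfp317 from -0.0085 to 0.079. With mean genes detected per cell as a covariate, the slopes of Junb, Zfp317 and BC005624 were -0.017, -0.0088 and -0.015. On simulated B-cell sums with 200 genes changed by a log2 value of 2 over the range tested, 85.5% were recovered. Smaller changes were not simulated, so the count of 0 does not speak against them.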

Within B-cells, we identified 97 genes with significant changes with age (FDR < 10%, Supplementary Data 3B). Given that we observed an increase of genes expressed after 77 weeks of age we also tested for differences between cells from the three youngest ages and the oldest age. We found one gene in CD4+ T-cells (Supplementary Data 3C), and two genes, which were also found in the quantitative analysis, in CD8+ T-cells (Supplementary Data 3D). 

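For 101 weeks against the younger mice, 2 of 1938 genes passed in CD4+ T-cells (edgeR adjusted p under the same threshold), both higher. This fit held no term for subtype either, and only 2 CD4+ T-cells of 101 weeks were naive. Ahnak had a log2 fold change of 2.60 (standard error 0.42, edgeR adjusted p = 0.0692), with every mouse of 101 weeks above every younger mouse. Nfia (ENSMUSG00000028565, chromosome 4, 97772734 to 98118874) had a log2 fold change of 4.44 (standard error 0.81, edgeR adjusted p = 0.0983). Its level at 101 weeks was 61.7 ± 57.4 (SD, n = 3) CPM, from 0.898 to 115, against 2.81 ± 0.674 (SD, n = 8), so 1 mouse of 101 weeks lay below every younger mouse. With mean genes detected per cell as a covariate, its log2 fold change was -0.68. The count of genes was 20 without mouse 3 (8 higher, 12 lower), 13 without mouse 1 (7 higher, 6 lower) and 39 without mouse 2 (9 higher, 30 lower), 1 without mouse 12, 11, 15 or 23, and 0 without mouse 24, 14, 22 or 21. It was 85 by DESeq2 (25 higher, 60 lower), 336 by limma (315 higher, 21 lower) and 2 within lane 2, so the direction of the genes depends on the method. In CD8+ T-cells, 0 of 2436 genes passed in edgeR, with 114 at an unadjusted p under 0.05, and 0 passed within lane 2. DESeq2 gave 38 (12 higher, 26 lower) and limma 367 (363 higher, 4 lower). Ociad1, Uqcrc1 and Dcaf1 had log2 fold changes of 0.23, -0.33 and 0.56 (edgeR adjusted p = 0.998 each).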

Leveraging the Tabula Muris Senis (TMS) dataset, we replicated these associations and found that 37 out of the 86 B-cell associations replicated (same effect direction and nominal *p* < 0.05, 11 genes were not tested in TMS; see “Methods” for details). The CD8+ T-cell ageing genes could not be replicated in the TMS dataset. Within the B-cells, we found an additional 57 genes that were exclusively significantly differentially expressed between the three youngest ages and 101 weeks (Supplementary Data 3E). Most of these genes (30) were in the positive direction in the discrete part of the MAST model, matching our prior observation that a larger number of genes are expressed in older ages. 

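In B-cells, 0 of 1642 genes passed for 101 weeks against the younger mice (edgeR adjusted p under 0.1), and 152 had an unadjusted p under 0.05. DESeq2 on the same sums gave 56 genes, 18 higher and 38 lower, of which 47 were not among its genes for the slope on age. Limma on the mean of log2(CPM + 1) gave 378 genes, 373 higher and 5 lower, of which 351 were not among its genes for the slope. The count in edgeR was 2 without mouse 24 of 10 weeks, 1 without mouse 22 of 77 weeks and 0 within lane 2. The simulated data for this comparison gave back 96% of 200 genes changed by a log2 value of 2, and smaller changes were not simulated.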

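The share of B-cells in which a gene was detected, after the draw of 150000 counts, was averaged over mice for each of the 1642 tested genes. At 101 weeks, 1440 genes were detected in a larger share of B-cells than in the younger mice and 190 in a smaller one, so 88.3% of the genes that differed were higher (exact permutation test over mice, two-sided, p = 0.0121). The median change was 7.36 percentage points. Among the genes that differed under each setting, at least 5 counts instead of 1 gave 86.4% (exact permutation p = 0.0121), no draw to an equal depth gave 92.5%, and lane 2 alone gave 85.5% (exact permutation p = 0.0571, the smallest p possible there). In simulated data, 98% of 200 genes with a share raised by 20 percentage points were found higher, and 49.6% of the other genes. The raise simulated was larger than the median change seen.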

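The 77 tested genes of cytosolic ribosomal proteins had a median log2 slope of 0.041 per 10 weeks in B-cells, and 73 of 77 rose, while the median over all tested genes was -0.0011. In limma's camera test of the set against the other genes, p was 3.49e-21 with the preset correlation between genes and 0.0352 with the correlation estimated from the data, 0.342, and limma's fry test gave 0.00755. Of the single genes, 0 passed an adjusted p of 0.1 over all genes in edgeR, and 14 of 77 adjusted over the list alone. That 14 was 52 without mouse 11, 6 without mouse 14 and 0 without mouse 12, 24, 15, 21, 3, 1 or 2, and also 0 with DESeq2 size factors in edgeR, the hemoglobin covariate, cells of contamination class 0, lane 2 alone and the lane covariate. The 18 ribosomal genes of Supplementary Data 4, which the study chose on these cells, all rose, with a median slope of 0.052. The mean log2 CPM of the 77 genes minus that of the other 1565 tested genes rose with age over the 11 mice, with Pearson's r = 0.708 (permutation p = 0.0193) and Spearman's rho = 0.701 (permutation p = 0.0197). Without the 2 mice of 10 weeks, r was 0.473 (exact permutation p = 0.205), so the relation rests in part on these mice. Between 101 weeks and the younger mice, this value differed by 0.25 (exact permutation p = 0.0727). Within lane 2, the median slope was 0.031 and 69 of 77 genes rose, with p = 0.226 in limma's camera with the estimated correlation and 0.0622 in fry. With the lane-2 share of cells as a covariate it was 0.035, with p = 0.0374 in limma's camera with the estimated correlation and 0.00509 in fry. At 101 weeks, ribosomal protein genes took 10.8% ± 0.374 (SD, n = 3 mice) of B-cell counts, against 8.74% ± 1.26 (SD, n = 8; exact permutation p = 0.0485). The mean hemoglobin share per mouse as a covariate gave the lowest median slope, 0.024, with 71 of 77 genes higher, and p = 0.117 in limma's camera with the estimated correlation and 0.0457 in fry.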

Sixty-six of the 97 global age-associated B-cell genes increased in expression level with age, and among this set, we found a strong enrichment for ribosomal RNA processes (Supplementary Data 3D, Supplementary Data 4). This is in line with previous studies in blood transcriptomic changes (Frenk and Houseley^23^; Teo et al.^19^). Lastly, we assessed age-related DNAme changes in both enhancers and promoters, and identified 3 enhancers, all in CD4+ T-cells, and 48 promoter regions, 22 in CD4+ T-cells and 27 in CD8+ T-cells, that had age-associated changes (Supplementary Data 5).

### Modelling epigenetic ageing in single cells

We next set out to quantify the difference in epigenetic ages within and between the different time points. To do so, we built a DNAme ageing clock (scEpiAge) to predict the ages of individual cells. In contrast to classical epigenetic ageing models, we leveraged an approach that is flexible enough to overcome differences in coverage and can deal with a high degree of sparsity, thereby making it applicable to single cell as well as sparse bulk data. Specifically, we built models trained on blood samples and liver samples to predict epigenetic age in these tissues. We combined newly generated bulk DNAme data (*n* = 226), which included sorted immune cell types (*n* = 32) and liver samples (*n* = 33), [new Babraham dataset; see “Methods” for details] with five publicly available bulk datasets^4,5,24–26^, totalling 411 samples (Supplementary Data 6, 262 in blood and 138 in liver) and age ranges from 1 to 153 weeks (3 to 153 weeks for blood, and 1 to 128 weeks of age for liver).

The scEpiAge setup, illustrated in Fig. 2, is similar to the genetic and epigenetic distance-based prediction methods used in other settings^27–30^ and also by another recent approach to predict the epigenetic age of single cells^17^. Our method includes the following modifications over the currently published methods: (1) we generalised and validated it to work on both (sparse) bulk and single-cell data, and (2) we optimised the feature selection and modelling (see “Methods” for details). In addition, we used a significantly larger number of reference samples (2.3 times more samples for liver and 3.6 times more samples for blood (Fig. 2B)) originating from five different studies.

**Fig. 2:**
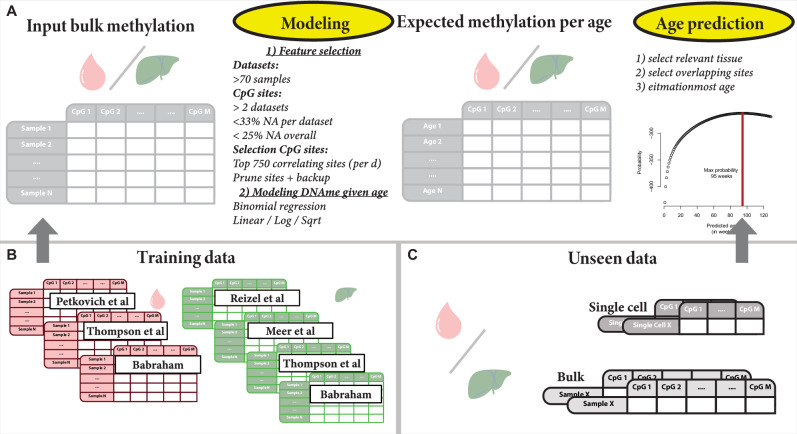
Overview of the scEpiAge modelling setup. **A**–**C** Schematic representation of the scEpiAge model during training, testing and application. **A** Modelling setup going from input data (left) via feature selection and age modelling (left centre), to an expected DNAme given age matrix (right centre) and to application for age prediction (right). **B** Datasets used to train the two scEpiAge models: We selected DNAme datasets from blood and liver, which we generated in this study or obtained from five published studies^4,5,24–26^. **C** Depiction of unseen data either in the validation stage or after model building. Created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

The best scEpiAge model has a cross-validation median absolute error (MAE) of 8.2 weeks of age in blood and a MAE of 3.9 weeks in liver. When applying the model to the whole bulk training dataset we obtain a final MAE of 8.2 in blood and 4.6 in liver (Fig. 3A, B). Using left-out validation samples, we could validate these errors, which we found to be in line with the error on unobserved data (Fig. 3C, D; MAE: 5 for liver and MAE: 10 for blood).

**Fig. 3:**
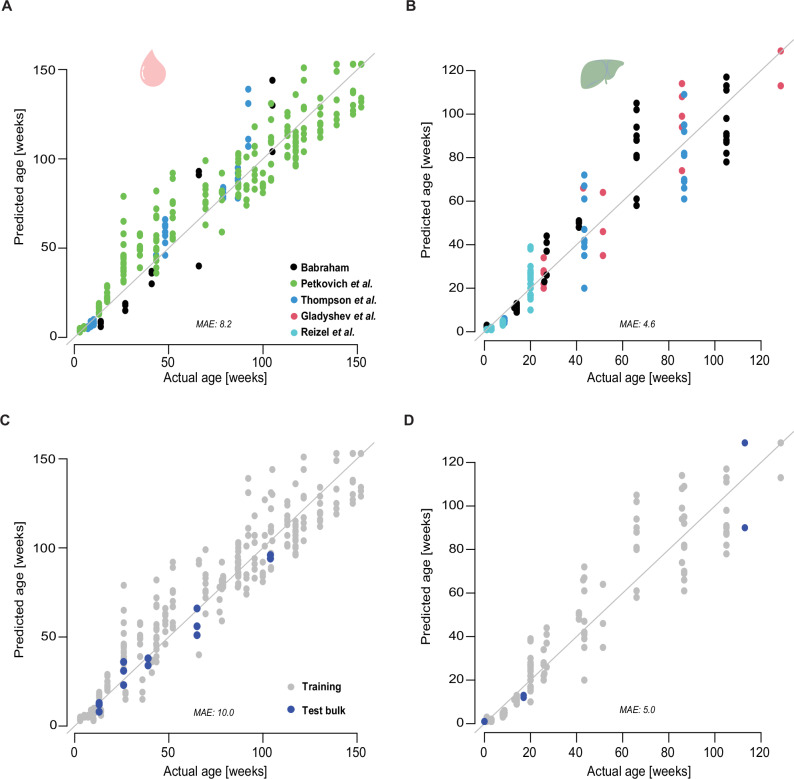
DNAme-based age prediction performance in bulk. **A**–**D** Performance of the model on training data and independent validation data, performances are shown in median absolute error (MAE). Performance of the models on the training set in blood (**A**) and liver (**B**) (colours represent the different datasets); performance of the models on independent bulk blood (**C**) and liver (**D**) data, the colours represent training (grey) or test (blue) label. Created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

To gain insight into what types of sites are important for the scEpiAge models we performed site enrichments, including the backup sites, as well as for the Stubbs et al. multi-tissue clock sites^5^ (Supplementary Fig. 4). We find that the enrichments for the main scEpiAge models, without backup sites, and the models including backup sites have the same significant enrichment regions, and only marginally different enrichment statistics. There is only one class of features, coding sequences in the blood specific scEpiAge model, that is not significantly enriched when not taking into account the backup sites, but the enrichment statistic is very similar in both settings. This shows that the putative biologically relevant effects captured by the main and backup sites are highly complementary. In general, we find that the scEpiAge-liver model selects similar regions as compared to the Stubbs et al. multi-tissue model while the blood model selects markedly different regions. In the scEpiAge-blood model, we do not see the significant depletions for promoters, CGIs and 5’ UTR regions that we do observe in both the scEpiAge-liver model and the Stubbs et al. multi-tissue model^5^. It is worth noting that the Stubbs et al. multi-tissue model is built based on heart, lung, brain, and liver DNAme datasets, but does not include blood DNAme data. This could explain the discrepancy in site enrichments between the various modes.

Next, we compared scEpiAge to a classical regression-based epigenetic ageing model. We decided to use the Stubbs et al. clock^5^ as an example of this type of model and compared it to our scEpiAge-liver model. For the comparison, we only considered samples in the range of 1–41 weeks of age, to match the published model. We found that the original Stubbs et al. model (including normalisation) only works on samples from the original cohort^5^ and the Reizel et al. study^25^, both samples that comprise the training and testing data of the Stubbs et al. clock. All other samples, i.e., Meer et al.^24^ or Thompson et al.^26^, do not generate a prediction. Importantly, the scEpiAge model can predict ages for samples from all studies. We then focused on the samples (*n* = 63) that were part of the training sets in both models. The MAE for these samples in the Stubbs et al. model is 0.8 weeks and 3 weeks in the scEpiAge-liver model. The correlation between the predictions of the two models is high (Pearson *r*^2^ = 0.87), but lower than each one individually to chronological age (Pearson *r*^2^: 0.92 for Stubbs et al. model; and Pearson *r*^2^ = 0.88 for scEpiAge-liver).

Given that scEpiAge can predict ages from sparse bulk datasets, we decided to look at publicly available DNAme studies focusing on various interventions (drugs, diet, genetic models) which were shown to affect health or lifespan in mice. We found that scEpiAge was compatible with all included data types, i.e., with reduced representation bisulfite sequencing (RRBS) as well as whole-genome bisulfite sequencing (WGBS) datasets, and was able to detect differences in predicted epigenetic age related to various interventions. Predicted epigenetic age was affected by the dietary fat content (Supplementary Fig. 5A)^31^, and also by caloric restriction but not by rapamycin treatment in 22-month-old mice (Supplementary Fig. 5B)^32^. Long-lived Ames Dwarf mice, which are known to epigenetically age slowly, showed a large reduction of predicted epigenetic age using our model (Supplementary Fig. 5C)^32^. Lastly, genetic knockout of methionine adenosyltransferase 1a in the liver, which causes the spontaneous development of steatohepatitis, increased the predicted epigenetic age in 10-month-old mice (Supplementary Fig. 5D)^33^.

To assess the performance of the model on single cells, we simulated 50 single-cell methylomes, by downsampling bulk samples in the validation dataset (see “Methods”). We found that the error on the simulated liver cells was 4.6 weeks of age, and in blood, the error on the simulated single cells was 5.2 weeks of age (Fig. 4A, B). Next, we moved to predicting age in the newly generated single-cell data, using our blood dataset together with published single-cell methylation data from mouse hepatocytes^13^. First, we assessed the performance at pseudo bulk level, aggregating the cells by donor, to estimate the impact of batch effects and different sequencing methods. We found in blood a MAE of 10 weeks and in liver a MAE of 6.5 weeks, both in line with the errors in bulk (Fig. 4C, D). Observing close-to-expected age predictions in the pseudo-bulk setting, we moved to actual single-cell predictions, where we found that the error of the scEpiAge model increased substantially. We can predict ages in all cells which pass QC, both in blood and liver, with the MAE increasing to 26 weeks in blood and 16 weeks in liver, and expected and real age are correlated (Pearson *r* = 0.6; *p* < 2.2e-16). We observed a relationship between the age prediction and the coverage of the cells in blood (*r* = −0.36, *p* < 2.2e-16), indicating that the number of covered sites influences our ability to accurately predict age. Based on simulation, we noted that with at least 40 covered sites, the mean error is below 1 week of age for the simulated cells (see “Methods”, Supplementary Fig. 6). We therefore included this requirement, and could retain 72.5% of all cells in our single-cell blood data (95% of cells in the liver data). The MAE of the scEpiAge predictions on single cells decreased to 20 weeks in blood and 16 weeks in liver (Fig. 4E, F).

**Fig. 4:**
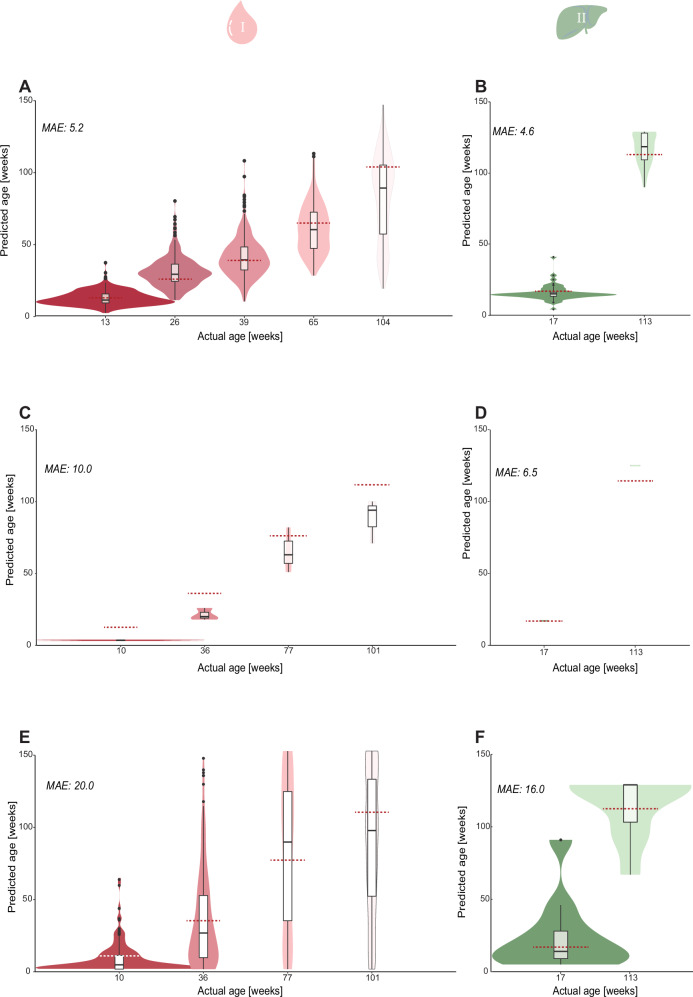
Predicting methylation age in simulated and real single-cell data. The predictions for epigenetic age shown in violin and boxplots in this figure have been made using the scEpiAge model for blood or liver described in Fig. 2, performances are shown in median absolute error (MAE). Boxplots show median levels and the first and third quartile, whiskers show 1.5× the interquartile range. **A**, **B** Predicted DNAme age of simulated blood (**A**) or liver (**B**) single cells. **C**, **D** Predicted DNAme age of pseudo-bulked real blood (**C**) and liver (**D**) single-cell data. **E**, **F** Predicted DNAme of the single-cell blood (**E**) and liver (**F**) data. The blood data is shown in red, and liver in green, the shading represents age (dark young, bright old). Created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

Other groups have also generated models to predict epigenetic age based on DNA methylation at single-cell resolution, notably the study by Trapp et al.^17^. We therefore set out to compare the two modelling approaches. We generated a reimplementation of scAge^17^ on the same training set as used for scEpiAge and found that the cross-validation MAE of scAge on bulk samples is 16 weeks in blood, and 7 weeks in liver (see “Methods”; Supplementary Fig. 7), while scEpiAge has a MAE of 8.2 weeks in blood and a MAE 3.9 weeks in liver (Fig. 3A, B), indicating the improvements of our model and extended dataset.

Next, we assessed the performance of the published scAge^17^ on 50 simulated single-cell methylomes (see above). The MAE of scAge on the simulated liver cells was 8.3 weeks (compared to 4.6 weeks for scEpiAge) and on the simulated blood cells 10.0 weeks (compared to 5.2 weeks for scEpiAge) (Supplementary Fig. 8A, B and Fig. 4A, B). Finally, we compared the performance of scAge to scEpiAge on actual single-cell data using our single-cell blood dataset and published single-cell methylation data from mouse hepatocytes^13^. Using the Trapp et al. model on the blood data, the MAE of scAge is 25.98 weeks, and of scEpiAge, the MAE is 20 weeks. When assessing performance in the same way on the hepatocytes, the MAE of scAge is 19.8 weeks versus 15.5 weeks for scEpiAge (Supplementary Fig. 8E, F and Fig. 4E, F). The Spearman correlation between the scEpiAge and scAge predictions in blood is 0.64 (Spearman rho, Supplementary Fig. 9A), while in liver, the correlation is 0.75 (Spearman rho, Supplementary Fig. 9B). Overall, this shows that the published scAge model^17^ can predict epigenetic age in blood and liver, but the modelling changes of scEpiAge, as well as the inclusion of an extended dataset, improve the prediction accuracy.

### Epigenetic age predictions in blood at single-cell resolution

Next, we focused on the data generated from blood cells spanning a wide range of ages and predicted DNAme age for each cell (Fig. 4E). When taking a closer look at these predictions, we observed that the median scEpiAge predictions of cells at a given age were very similar to the expected age, i.e., at 10 weeks of age the mean prediction was 8.4, at 36 weeks of age it was 36.2, at 77 weeks of age it was 83 and at 101 weeks of age it was 88. The variance increases with age, with a standard deviation of 10.2 at 10 weeks, 32.7 at 36 weeks, 45 at 77 weeks, and 42 at 101 weeks. We asked if the observed epigenetic age predictions and the individual cellular deviation from the organismal (chronological) age reflect potential biological differences or alternatively result from possible technical noise of the model. We leveraged cell-specific simulation, based on the expected age and CpG sites covered in the cell of interest, to find outliers (see “Methods”). We found a total of 120 cells (19.4%) with a significant deviation from the expected age (Fig. 5A; empirical FDR 5%), i.e., cells where the predicted epigenetic age deviated significantly more from the expected (chronological) age than technically expected. Most of the significant deviations were cells that were significantly younger than expected (84 out of 120). This is in line with the error that shows more underpredictions as compared to overpredictions (Fig. 5A). Most of the extreme predictions were found at 36 weeks of age, where 24% of the predictions significantly deviated from the expected age, of which 20% were predicted to be younger and 4% predicted to be older.

**Fig. 5:**
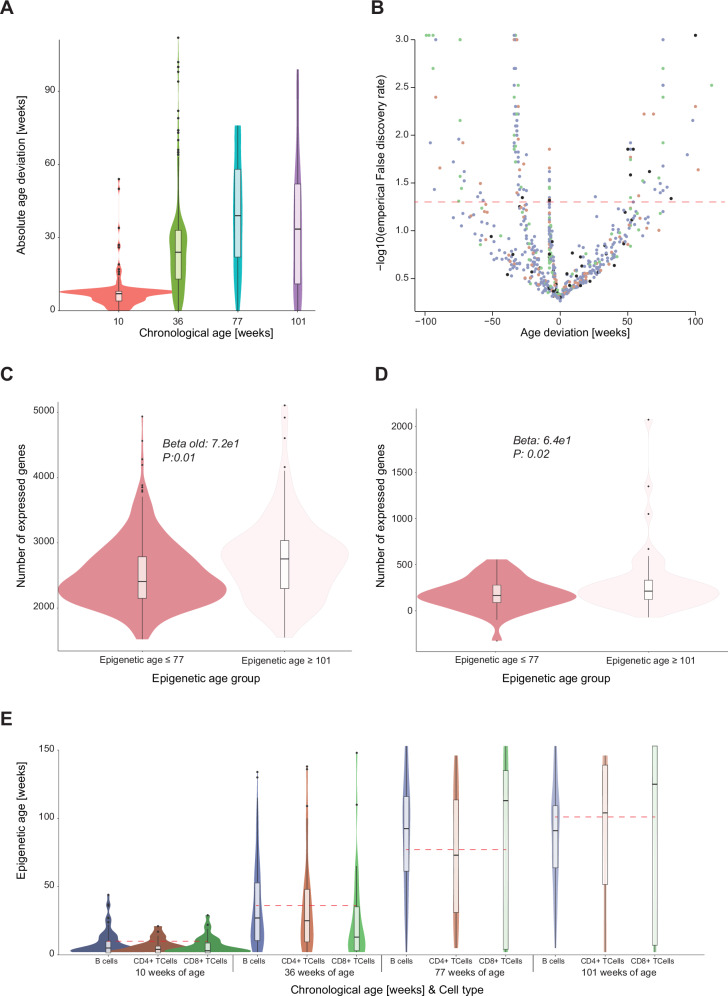
Epigenetic age predictions in blood at single-cell resolution. **A** We calculated the deviation between the real chronological age and the DNAme age predictions of our scEpiAge model for each single cell. Depicted are the deviations for each age group in violin plots and boxplots. The colours represent the different ages (matched to Fig. 1D). **B** For each cell, we estimated the empirical false discovery rate and plotted these against the age deviations between chronological and DNAme age. Individual cells are coloured by cell type: blue B-cell, orange CD4+ T-cell, green CD8+ T-cell, black other. **C**, **D** Number of expressed genes in cells with a DNAme age below 77 weeks or DNAme age above 101 weeks, showing cells from **C** all chronological age groups or **D** only from chronological age 101 weeks. The shade of red indicates the age groups of the cells. **E** Epigenetic age predictions per major cell type, grouped by chronological age (blue B-cell, orange CD4+ T-cell, green CD8+ T-cell, the shading represents age (darker younger, brighter older)). The boxplots in **A**, **C**–**E** show median levels and the first and third quartile, whiskers show 1.5× the interquartile range. Statistics shown in 5c&d from a linear model testing the number of expressed genes over 101 weeks or under, when correcting for read depth and cell type.

We then asked if the scEpiAge differences are associated with global and specific gene expression effects. As observed for chronological age, we observed a significant increase (LM *p* = 0.1) in the number of expressed genes in older cells (epigenetic age ≥ 101 weeks) versus younger cells (epigenetic age ≤ 77 weeks) (Fig. 5B). 

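Among the 823 cells with RNA and a predicted age, 206 had a predicted age of 101 weeks or more and 546 of 77 weeks or less. The paper's filter on covered methylation sites was not applied, so cells with few covered sites are among them. The older class had on average 2312 genes detected per cell at the depth of 150000 counts, and the younger class 2147. Mice of 101 weeks contributed 44.2% of the cells of the older class and 13.7% of the younger class, so the pooled difference also holds the difference between mice. Within the 8 mice with at least 3 cells in each class, the difference was 41.2 ± 130.8 genes (SD, n = 8), positive in 6 of 8 mice (exact sign-flip permutation test, two-sided, p = 0.469). In B-cells alone, the mean difference was 59.8 genes (exact permutation p = 0.0469). Without the draw to an equal depth, the difference over all types was positive in only 3 of 8 mice. The mean within-mouse Spearman correlation of genes detected with predicted age was -6.27e-05, positive in 5 of 11 mice (permutation p = 1).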

Given the relation between epigenetic age and chronological age we also tested this within each chronological age, and corrected the number of expressed genes for the number of sequenced reads, where we could also significantly identify this effect in the 101-week-old cells (LRT *p* = 0.02) (Fig. 5C). 

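Within the 3 mice of 101 weeks, cells of the older class had 126.8 ± 95.7 (SD, n = 3 mice) more genes detected than cells of the younger class, from 91 and 75 cells. The difference was 191.5 genes in mouse 3, 16.9 in mouse 1 and 172.1 in mouse 2 (exact sign-flip permutation test, two-sided, p = 0.25, the smallest p that 3 mice allow). Without the draw to an equal depth, the mean was 173.6 genes and mouse 1 had a difference of -17.0. The mean Spearman correlation within these mice between genes detected and predicted age was 0.178.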

In other chronological age groups we could not replicate the effect; however, the number of old cells (epigenetic age ≥ 101 weeks) in these categories is low. 

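At 77 weeks, 102 cells were of the older class and 107 of the younger class. The difference in genes detected was -205.3 in mouse 22, 150 in mouse 23 and -33.7 in mouse 21. At 36 weeks, 13 cells were of the older class, and the 2 mice with at least 3 such cells had differences of 29.6 and 8.62 genes from 6 older cells each, which were -34.1 and -14.9 without the draw. At 10 weeks, 0 cells were of the older class and 143 of the younger class.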

When replicating effects from chronological age, we observe that we can replicate three of the 97 ageing-associated genes in B-cells (Supplementary Data 3B). 

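The B-cell age sheet of Supplementary Data 3 marks Rps28, Gm21887 and Uqcrh as replicated among its genes with an FDR under 10%. For each, the Spearman correlation of log2(CPM + 1) with predicted age was computed within each mouse over its B-cells, 502 in all, and averaged over 11 mice. Cells were again not filtered on covered methylation sites. Gm21887 (ENSMUSG00000095562, chromosome X, 170009659 to 170019281) had a mean of 0.130 ± 0.125 (SD, n = 11 mice), positive in 10 of 11 mice (permutation test by sign-flips, two-sided, p = 0.00684, adjusted over the 3 genes 0.0205). Rps28 had a mean of -0.0194 ± 0.159 (permutation p = 0.708) and Uqcrh (chromosome 4, 116066965 to 116075071) of -0.0203 ± 0.144 (permutation p = 0.642). Reads that Gm21887 shares with a similar copy were not examined.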

In a subsequent genome-wide analysis, we did not find any significant changes in B-cells or CD4+ T-cells. In the CD8+ T-cells, we identified 3 genes that were differentially expressed with ageing (FDR < 10%), i.e., *Ttn*, *Rpl36a* and *Txnip* (Supplementary Data 3F).

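The same correlation was computed in the 140 CD8+ T-cells with a predicted age, without a filter on covered methylation sites, for mice with at least 5 such cells. Ttn (chromosome 2, 76703980 to 76982547) was detected in 17.1% of these cells, with a mean correlation of -0.0445 ± 0.313 (SD, n = 10 mice) and 5 of 10 mice negative (permutation p = 0.682). Rpl36a (chromosome X, 134585654 to 134588062), detected in 97.9% of cells, had a mean of -0.0771 ± 0.393 (SD, n = 11), negative in 6 of 11 mice (permutation p = 0.523). Txnip (chromosome 3, 96557957 to 96561883), detected in 70.7%, had a mean of 0.0855 ± 0.314 (SD, n = 11), positive in 7 of 11 mice (permutation p = 0.391). After Benjamini-Hochberg adjustment over the 3 genes, each had p = 0.682 by the permutation test. Over all T-cells, the means were 0.0243 for Ttn and -0.0323 for Txnip. With chronological age, Rpl36a had a log2 slope of 0.067 per 10 weeks (standard error 0.029, edgeR adjusted p = 0.848) and Txnip of 0.11 (standard error 0.061, edgeR adjusted p = 0.993) in the counts summed per mouse, and Ttn did not pass the filter on detection.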

The use of the scM&T-seq^18^ protocol provides the unique opportunity to build multimodal clocks; however, given the overall small number of donor animals we could not build a clock leveraging individual genes as a predictor. As such, we did assess the impact of adding the number of expressed genes as an extra predictor and built a staged model leveraging both the scEpiAge information and number of expressed genes as predictors. We find that the model significantly improves the MAE of the prediction of the individual cells (MAE scEpiAge 20 vs 19 in the multimodal model). 

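An elastic net (glmnet, alpha 0.5) of age on the predicted age and the number of genes detected was fitted with 1 mouse left out at a time and used to predict the age of the cells of that mouse. Over 823 cells, the median absolute error was 26 weeks for the predicted age alone and 21.3 weeks for the staged model, and the mean absolute error was 31.5 and 22.9 weeks. Averaged per mouse, the mean absolute error was lower with the staged model in 9 of 11 mice (sign-flip permutation test, two-sided, p = 0.171). An elastic net on the predicted age alone had a mean absolute error of 23.9 weeks, so adding the number of genes changed the error by -0.962 weeks (permutation p = 0.118). A constant guess, the mean age of the cells of the other mice, had a mean absolute error of 33.5 weeks. The paper's filter on covered methylation sites was not applied here.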

Interestingly, while the overall MAE decreases, the MAE in the 10-week-old cells increases (Supplementary Fig. 10).

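In the 144 cells of 10 weeks, the median absolute error was 7 weeks for the predicted age and 34.0 weeks for the staged model, and the mean staged age was 44.8 weeks. The mean absolute error fell from 25.5 to 14.3 weeks at 36 weeks (250 cells), from 44 to 19.7 weeks at 77 weeks (241 cells) and from 41.7 to 29.4 weeks at 101 weeks (188 cells). It rose in both mice of 10 weeks, from 8.48 to 34.5 weeks in mouse 12 and from 6.63 to 34.9 weeks in mouse 24.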

To try and link scEpiAge to other biological ageing effects, we linked the number of somatic mutations, which individuals accumulate over their lifespan^34–36^. We tested both the relation of the scEpiAge prediction with the number of mutations on the whole genome as well as a focused analysis on the mitochondria. We find a significant positive relation between the number of sites with alternative alleles, a proxy for the number of somatic mutations, and the epigenetic age as calculated per cell type (MT: *p* = 5 × 10^−8^, genome-wide: 7.03 × 10^−24^, “Methods”), strengthening the link between biological ageing and scEpiAge.

Interestingly, when splitting the scEpiAge predictions per major cell types, i.e., B-cells, CD4+ and CD8+ T-cells, and others, we observed that the predictions for CD4+ and CD8+ T-cells were, in general, lower as compared to B-cells. On average, CD8+ T-cells are estimated to be 3.5 weeks younger than B-cells, CD4+ T-cells are found to be 0.5 weeks younger than B-cells. Of note, the model overall underestimates epigenetic age by 1.3 weeks compared to chronological age (Fig. 5D). We also observed that a large number of T-cells had significantly younger age predictions (25.3% of CD8+ T-cells and 15.6% of CD4+ T-cells, versus 11.6% of B-cells), but T-cells also had more extreme age predictions on the other hand, with 8.4% of the CD8+ T-cells estimated to be significantly older than expected (5.8% of the CD4+ T-cells), versus only 4% of the B-cells. To verify these findings, we investigated age predictions of sorted immune cells, i.e., CD4+ T-cells, CD8+ T-cells, and B-cells, and observed that in bulk, CD4+ and CD8+ T-cell data ages were in all but one case lower as compared to the B-cells from the same mouse (Supplementary Fig. 11), which is in line with our single-cell data.

## Discussion

Ageing at the organismal or tissue level is characterised by progressive functional decline and deterioration, increasing the risk of disease and death^37,38^. Unicellular organisms show signs of ageing and are generally not immortal^39^, however our knowledge of how individual cells age within multicellular organisms remains poorly understood. Several scenarios are possible to explain the age-related changes of tissues, of which the extremes would be that (1) all cells age at a uniform rate and homogeneously lose their functional capacity, or (2) cells only have 2 possible age-states, i.e., young and old, and the age of a tissue is determined by the relative proportion of young and old cells. Ageing at the single-cell level could also be a combination of these two extreme scenarios, where cells age at different rates and functional decline occurs at varying rates. Addressing these fundamental questions has remained challenging and despite several studies assessing transcription in single cells at varying ages^21,40^, we cannot yet resolve this issue. The use of epigenetic, in particular DNA methylation-based, age predictions has thus far shown to be the most accurate way to assess biological age^2,3,5^ and this motivated us to develop two scDNAme age predictors (scEpiAge for blood and liver) to explore this concept in single cells and generate a large single-cell multi-omics dataset, assessing DNA methylation and transcription from nucleated blood cells from mice spanning a broad range of ages.

The development of a single-cell age predictor was necessary, as single-cell data differs in key aspects from bulk sequencing data, being very sparse and primarily binary. Our epigenetic ageing models (for liver and blood) address these challenges by building on bulk methylation datasets (newly generated ones and publicly available ones), from corresponding tissues, to generate a theoretical methylation profile for each age (and tissue type). Distinct from previous generations of epigenetic clocks^2,5,9,24,26^, the scEpiAge model can be applied even when not all sites are present, lowering the accuracy but enhancing usability substantially. To further improve performance, we included the use of backup sites, CpGs with a DNAme profile similar to and in close proximity to the main site. Additionally, we show that our generalisations in the modelling of the expected DNAme profiles increase accuracy over multiple datasets and in complex tissues such as blood, relative to a recent similar clock model by Trapp et al.^17^. By leveraging in silico simulated single-cell DNAme profiles matching the sites covered in a single cell and the DNAme profile at a given age, we can now add a confidence limit on how certain we are that a predicted age is out of the expected range. Lastly, our model can be applied to (sparse) bulk bisulfite data, to low-depth long-read sequencing methods and also to large-scale screening approaches, enhancing the usability of epigenetic age models on sequencing data in general.

When initially exploring our mouse blood single-cell multi-omics dataset spanning a broad range of ages, we found only minor age-related differences. Cell type proportions only showed a small but non-significant overall increase of B-cells with age (Fig. 1B), in line with prior reports^19^, and similarly, we only observed minor transcriptional changes of the single cells at specific cell type level (Fig. 1D). Nonetheless, several of these differentially regulated genes had previously already been associated with ageing^19^, suggesting that some of the transcriptional changes do reflect age-related effects. Interestingly, we found a strong effect on the number of genes expressed with age, which we replicated in external datasets. The number of genes expressed first decreases minimally up to 77 weeks of age in our data, followed by a strong increase at our 101-week-old time point. 

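Over all annotated cells, the mean number of genes detected was 2109 ± 63.0 (SD, n = 2 mice) at 10 weeks, 2066 ± 121 (SD, n = 3) at 36 weeks and 2103 ± 192 (SD, n = 3) at 77 weeks. In B-cells, these means were 1973, 1975 and 1918 genes, and in CD8+ T-cells 2281, 2351 and 2454. Over the 8 younger mice, Pearson's r with age was 0.0194 for all cells (exact permutation p = 0.964), -0.226 for B-cells (exact permutation p = 0.535) and 0.547 for CD8+ T-cells (exact permutation p = 0.180), and Spearman's rho was -0.184, -0.417 and 0.565 (exact permutation p = 0.670, 0.303 and 0.154). In all cells and in B-cells, the means of the 3 younger ages lay within 1 SD of the mice of 77 weeks. Against the 3 mice of 77 weeks alone, the mice of 101 weeks had 417.2 more genes (exact permutation p = 0.1, the smallest p that 3 mice against 3 allow).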

We designed our replication analyses to match this phenomenon and found that it replicates in several Tabula muris tissues and in a large-scale human PBMC dataset. To better dissect this phenomenon in the future a more dense sampling procedure will be required as well as more replicates. Notably, adding the number of expressed genes to scEpiAge, i.e., the staged model, resulted in an improved prediction of chronological age (Supplementary Fig. 10). This will be useful in, but is also limited to, studies where combined single-cell data is available.

Interestingly, we found that DNAme levels at CGIs increased with age in the single-cell dataset, and in repeat regions, we observed a weak but significant negative correlation with age (Fig. 1F), and both results could be confirmed in bulk data from sorted immune cells. This result indicates that cell type-specific global changes might be accumulated over time but have likely been masked due to cellular heterogeneity in past studies. These DNAme changes could be the result of imperfect DNAme maintenance, resulting in loss of DNAme at hypermethylated (repeat) regions, and of aberrant de novo methylation resulting in gain of DNAme at hypomethylated (CGIs)^41,42^.

It is worth noting that due to the technological limitations of single-cell methylation methods, the number of cells we profiled is relatively large compared with published DNAme datasets yet small compared with single-cell RNA-seq datasets. As such, our transcriptional analyses are relatively low-powered, and we may not be able to detect smaller age-related transcriptional differences in our study, and in particular small transcriptional effects caused by small DNAme changes in CGI promoters or repeats. Additionally, it is worth noting that DNAme datasets are inherently sparse, which negatively impacts the power of our analyses.

Comparing the predicted ages with the known chronological ages, we found that both pseudo-bulk datasets, as well as the average age of all cells of a given age group, agreed with the expected (chronological) age, showing the consistency of our approach and prior models^5,17^. A comparison of our scEpiAge-liver and scEpiAge-blood predictor showed that epigenetic ageing signals are stronger in the liver as compared to blood, possibly reflecting the more complex cell type distributions in blood. It should also be noted that while we had more training data for the scEpiAge-blood model (than for scEpiAge-liver), these were primarily heterogeneous and not cell type-specific (FACS sorted) datasets, which made identifying a global, rather than cell type proportion affected age signal, more difficult and potentially leading to a less robust model. Alternatively, the differences could be explained by dataset and age span differences, where the scEpiAge-blood model works across a larger window and the data is less uniformly distributed over data sources and ages, which might negatively impact the modelling. We assume that these reasons combined explain that even with fewer samples in the liver (138 liver versus 262 blood), we were able to predict ageing in the liver more precisely as compared to blood (MAE 3.9 in liver versus 8.2 in blood).

A closer analysis of the single-cell scEpiAge predictions uncovered ageing heterogeneity, which was larger than technically expected for 19.4% of the cells. This indicates that according to scEpiAge, younger and older cells co-exist and strikingly, even at older ages, a pool of epigenetically young cells remains, in line with a recent in vitro study, which shows that the epigenetic age heterogeneity observed between cell clones from the same donor is greater than the variability of the clock prediction^43^. In terms of transcriptional differences with age, interestingly, we found differential expression of *Rpl36a*, a ribosomal gene which is down-regulated with higher scEpiAge, which is in line with our results on chronological age and the literature^23^. Also, *Txnip*, a major regulator of cellular redox signalling which protects cells from oxidative stress, was found to be significantly lower expressed at higher scEpiAges, and the loss of *Txnip* was shown to induce premature ageing in hematopoietic stem cells^44^. Follow-up work will increase the sample number and, hopefully, thereby increase the statistical power to detect other relevant putative functional differences.

The fact that we also found most of the extreme predictions at 36 weeks of age, where 24% deviated from the expected age, (20% predicted to be younger and 4% predicted to be older), could suggest differences in ticking rates between cells at a given age, most pronounced in mature mice. Furthermore, our results showing that CD4+ and CD8+ T-cells were consistently younger when compared to B-cells from the same mouse (Supplementary Fig. 11), could indicate that T- and B-cell ageing differs. These findings need to be verified in a larger dataset, preferably using predictive models trained separately for each blood lineage.

In summary, we have developed a framework to expand our understanding of ageing, to address key questions related to cell type-specific age-related changes and to better understand the process of rejuvenation in single cells. The future applications are manifold and importantly, our epigenetic age prediction concept can also be applied to other species, including humans.

## Methods

### Animals and sample collection

This research complies with all relevant ethical regulations. Animal experiments were performed according to the UK Animals (Scientific Procedures) Act 1986, license PPL 70/8303 and approved by the Babraham Institute Animal Welfare and Ethics Review Body.

Mice were bred and maintained in the Babraham Institute Biological Services Unit (BI BSU) under Specific Opportunistic Pathogen Free (SOPF) conditions. C57BL/6 J mice (supplied by Charles River Laboratories) were imported into the BI BSU by embryo transfer and bred there (/Babr) as a SOPF colony in plastic film isolators. After weaning, male mice were transferred to individually ventilated cages in groups of between two and five mice. All mice were fed CRM (P) VP diet (Special Diet Services) ad libitum and received sunflower seeds, poppy seeds or millet at cage-cleaning as part of their environmental enrichment. The health of mice was monitored closely, and any mouse exhibiting clinical signs of ill-health or distress that persisted for more than 3 days was culled. In this way, all the mice maintained, remained sub-threshold with respect to the UK Home Office severity categorisation. Any mice exhibiting any gross pathology upon post-mortem examination were excluded from this study.

Samples for bulk datasets were collected as described before (Stubbs et al.). All tissues were snap-frozen directly after isolation. Genomic DNA was isolated from ~10 mg frozen tissue using the DNeasy Blood & Tissue Kit (Qiagen #69504).

Sorted immune cell types (CD4+, CD8+ T-cells, and B220+ B-cells) were collected from the same animals used in the Stubbs et al. study^5^. Briefly, samples were incubated with anti-mouse TCR β chain (clone H57-597; Biolegend #109207), anti-mouse CD4 (clone GK1.5; Biolegend #100449), anti-mouse CD8a (clone 53-6.7; Biolegend #100759) and anti-mouse B220 (clone RA3-6B2; Biolegend #103211). All antibodies were used at a dilution of 1:300. Cells were then washed once in PBS with 0.5% BSA, and flow-sorted (BD FACSAria III cell sorter) directly into RLT plus lysis buffer (Qiagen #1053393). Lymphocytes were gated based on forward and side scatter, then gated on singlets. T-cells were selected by gating for TCRβ+ and then gating for CD4+ or CD8a+. B-cells were selected by gating for TCRβ- cells and then gated for B220+ cells (Supplementary Fig. 13a).

Blood samples for single-cell analysis were collected and directly processed. Red blood cells were lysed using 2 rounds of red blood cell lysis (RBC Lysis Buffer, Roche #11814389001), followed by 3 rounds of washes with PBS with 0.5% BSA. Cells were then stained with Hoechst 33342 (ThermoFisher Scientific #H3570) and flow-sorted (Supplementary Fig. 13b) into 96-well plates containing 2.5ul of RLT plus lysis buffer (Qiagen #1053393). Cells were gated on Hoechst+, FSC-A vs SSC-A, and then FSC-A vs FSC-H to ensure nucleated single cells were deposited in each well. Plates were then frozen and stored at −80 °C until processing.

### scM&T-seq library preparation

96-well plates were thawed on ice and processed as follows. First, mRNA was captured on oligo-dT conjugated streptavidin magnetic beads (MyOne C1, ThermoFisher #65001) and physically separated from single-cell lysates prior to reverse transcription using Superscript II (ThermoFisher #18064014) and PCR amplification using KAPA Hifi (Roche 07958935001). Illumina-compatible libraries were prepared from the amplified cDNA using the Nextera XT kit (Illumina Roche #07958935001). Genomic DNA was purified from lysates using AMPure XP beads (Beckman Coulter #A63880) and then bisulfite-converted using the EZ-96 DNA Methylation-Direct MagPrep kit (Zymo, D5044) after which single-cell bisulfite sequencing (scBS-seq) libraries were prepared using random primed first and second strand synthesis with Klenow exo- polymerase (Qiagen P7010-HC-L) and PCR with KAPA HiFi (Roche #07958935001). Full step-by-step protocols have been published for both the separation and RNA-seq^45^ and scBS-seq method^46^. scRNA-seq libraries were sequenced on Illumina Hiseq4000 instruments using 75 bp paired-end reads and pooling 384 cells per lane. scBS-seq libraries were sequenced using 150 bp paired-end reads pooling 48 cells per lane.

### Bulk and sorted immune cell types RRBS library preparation

RRBS libraries were prepared from isolated DNA as described before^5^. Briefly, RRBS libraries were prepared by MspI digestion of 100–500 ng genomic DNA, followed by end-repair and T-tailing using Klenow Exo- (Qiagen P7010-HC-L). Illumina-compatible adaptor ligation was performed overnight using T4 DNA Ligase (NEB #M0202), followed by a cleanup step using AMPure XP beads (Beckman Coulter #A63880, 0.9x). Subsequently, libraries were bisulfite treated using the EZ-96 DNA Methylation-Direct MagPrep kit (Zymo, D5044). The libraries were amplified using KAPA HiFi Uracil HotStart DNA Polymerase (Roche #07959079001). All amplified libraries were purified (AMPure XP beads, Beckman Coulter #A63880, 0.8x) and assessed for quality and quantity using High-Sensitivity DNA chips (Agilent #5067-4626) on a Bioanalyzer (Agilent). High-throughput sequencing of all libraries was carried out with a 75 bp paired-end protocol on a HiSeq 2000 instrument (Illumina). For this project, we extended the data generated for the Stubbs et al. study by: (1) generating extra RRBS samples coming from older mice but the same tissues (Liver, Lung, Cortex and Heart), extending the age range of the Babraham study to 105 weeks maximum, and (2) additional RRBS runs were generated on new tissues and cell types, ages ranging from 14 weeks to 105 weeks. This second extension contains sorted immune cells leveraged in this study (B-cells, CD4+ T-cells, and CD8+ T-cells), but also data on cerebellum, hind muscle, kidney, testes as well as intestinal stem cells, and lung macrophages.

### External datasets

In addition to the newly generated data, the following publicly available datasets were downloaded from GEO, processed as described below and included in the analysis:

GSE93957^5^, GSE80672^4^, GSE60012^25^, GSE121141^24^, and GSE120137^26^, SRA344045^13^.

### scM&T-seq data processing

scM&T-seq data was processed as described previously (DNAme^18^; RNA^47^). scBS-seq data was processed as described previously; briefly, reads had 6 bp removed on their 5’-ends to remove the random primed portion of the reads, and were also adaptor- and quality-trimmed using Trim Galore (v0.6.7; options --clip_r1 6). Trimmed reads were aligned to the bisulfite-converted GRCm38 mouse genome using Bismark v0.22.3 in single-end mode (options: --non_directional)^48^. Methylation calls were extracted after duplicate reads had been removed (deduplicate_bismark). scRNA-seq data was processed as described previously, briefly: the RNA-seq reads were adaptor and quality-trimmed using Trim Galore (v0.6.7), and aligned to the GRCm38 mouse genome build using STAR (2.7.1a)^49^, in two-pass mode. Expression quantification was performed leveraging FeatureCounts available in Subread 1.6^50,51^, and based on ENSEMBL version 96^52^.

### Single-cell quality control and normalisation

scM&T-seq data was quality controlled pr level. On the DNAme side, we removed cells with a low read depth (removing cells with <1 M reads), removed cells with a low unique number of mapping reads (cells with <50,000 uniquely aligned reads are removed), and high non-CpG methylation levels (cells with non-CpG meth >20% are removed). This left a total of 853 high-quality cells. For downstream analysis, we mapped all CpGs to the forward strand and removed non-CpG or ambiguous methylation calls.

Quality control of scRNA-seq data was performed using the SCATER package^53^. Cells were retained for downstream analysis if they had at least 150,000 counts from endogenous genes, at least 1500 genes with non-zero expression, less than 90% counts came from the top 100 highest expressed features and less than 15% mitochondrial reads. 

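Applied to the deposited counts of 1055 cells, these thresholds kept 982 cells, which include the 981 cells that Supplementary Data 1 lists with RNA. The other cell, of mouse 22, had 152837 counts in all and 147489 on nuclear genes, and counting nuclear genes only kept 981 cells. Of the 1055 cells, 66 had too few counts, 52 too few genes detected, 21 too large a share of counts in the top 100 genes and 1 too large a mitochondrial share. A minimum of 100000 counts kept 993 cells and a minimum of 1000 genes kept 989.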

After quality control, 981 out of 1055 blood single cells were considered for downstream analysis. For further analyses, expression counts were SCRAN normalised into counts per million and log transformed (log(normCPM+1)).

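The counts on Hbb-bt, Hbb-bs, Hba-a1 and Hba-a2 were compared with the contamination classes of Supplementary Data 1, which numbers them 0, 1 and 2. The 564 cells of class 0 had 0 counts on these genes. The 348 cells of class 1 had a median of 52.6 counts per gene, or 5.08 as the natural log of CPM + 1, and the 69 cells of class 2 had a median of 36717 counts per gene, or 11.1 on that log scale. Class 1 had a median of 0.0636% of its counts on the 4 genes and class 2 of 26.7%, from 2.10 to 50.0%. The share of cells of class 1 or 2 was 7.15% ± 2.18 (SD, n = 3 mice) at 101 weeks and 55.8% ± 18.6 (SD, n = 8) in the younger mice (exact permutation test, two-sided, p = 0.0121). Over the 11 mice, its Pearson's r with age was -0.862 (permutation p = 0.00164) and Spearman's rho -0.811 (permutation p = 0.00378). Without the 2 mice farthest from the median age r was -0.841 (exact permutation p = 0.00992), and within lane 2 it was -0.879 (exact permutation p = 0.0159). The mean share of counts on the 4 genes was 0.438% ± 0.380 (SD, n = 3) at 101 weeks and 2.39% ± 1.14 (SD, n = 8) in the younger mice (exact permutation p = 0.0121). Its correlation with age was r = -0.510 (permutation p = 0.112) and rho = -0.659 (permutation p = 0.0322). Without the 2 mice farthest from the median age, this r was -0.202 (exact permutation p = 0.581), and within lane 2 it was -0.703 (exact permutation p = 0.0873). Near-identical genes such as Hba-a1 and Hba-a2 can share reads, so only their sum was used.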

During our analysis, we found that a proportion of cells had very high expression values for haemoglobin genes (Hbb-bt, Hbb-bs, Hba-a1, and Hba-a2); leveraging the expression counts of these genes, we estimated the number of red blood (RB) cells contaminating our expression level. The expression of the four genes formed distinctive peaks, around no expression, around 5 reads per gene per cell and around 10 reads per gene per cell. We combined the information over the marker genes and defined cells with on average 5 reads per marker per cell as having 1 RB cell as contamination (348 cells), and if on average more than 10 reads per marker per cell was found we defined it as 2 contaminating RB cells (69).

### Cell type annotation

We leveraged a combined de novo and reference-based mapping setup to annotate cells to cell types. Specifically, for the de novo, we leveraged shared-nearest neighbour (SNN) from Seurat, as input we used the first 10 PCs, derived from the top 2000 highly varying genes that are expressed in at least 1% of the cells, and the SNN clustering resolution was set to 0.5. This yielded 12 clusters. In parallel we performed a reference-based cell annotation, to do so we took the bulk RNA-seq data from the haemopedia resource^54^. The resource contains Bulk RNA-seq data of 57 different flow-sorted mouse blood cell types, originating from 13 different cell lineages and are derived from healthy mice. The raw data was reprocessed with the same pipeline as our single-cell data, see above. From this, we simulated single cells leveraging Splatter^55^, expression counts were taken from the bulk data, and other parameters needed for the simulation were derived from the actual sc-RNAseq data. By leveraging SingleR^56^ we subsequently annotated the individual cells to the best matching simulated single cells from Heamopedia and annotated them to the relevant cell type. Lastly, we combine the information from SNN and SingleR and do a majority vote per cluster to assign final cell types per cluster and thereby cells. We leveraged the cell type annotation derived from RNA also in the DNAme analyses. Given the low cell numbers, we focused the cell type-specific analysis on B-cells, CD4+ T-cells (EffCD4T, MemCD4T, NveCD4T, RegT), and CD8+ T-cells (MemCD8T, NveCd8T).

### Bulk RRBS data processing and normalisation

RRBS and WGBS datasets were processed as described previously^5,57^, aligning reads to the bisulfite-converted GRCm38 mouse genome using Bismark v0.22.3^48^. After mapping we transformed the DNAme calls to the forward direction and removed non-CpG or ambiguous methylation calls.

We performed per tissue (liver and blood) and dataset (Petkovich; Reizel; Meer; Thompson; Gravina; Babraham_p1, Babraham_p2, Babraham_p3) quality control. To do so, we selected sites that had at least 5X coverage in 80% of the samples, we dropped samples with high missingness rate (>25%) and subsetted per dataset tissue combination to sites present in all samples. Based on this set we did a PCA, again per dataset tissue combination, and dropped outliers on PC1 and PC2, we defined outliers as samples with scores higher (or lower) than mean plus (or minus) two times SD on each of the two PCs.

### UMAP on expression and DNAme

To get an overview of the global structures in both the gene expression data and the DNAme data, we used UMAP^58^. On expression, we used the top 5000 most highly variable genes and used the runUMAP function from the SCATER^53^ package with parameters n_neighbors=8, min_dist=1 to make the UMAP plots (Fig. 1C, D). On DNAme we joined the information on DNAme levels on promoters and enhancers, given the sparsity we removed regions with observations in less than 80% of the cells. Next, we used the imputePCA() function from the missMDA^59^ package to impute the missing information. Subsequently, we selected the 25% most variable regions and made a UMAP on the 15 first PCs (Supplementary Fig. 1A, B).

### Tissue cell composition analysis

To test for effects of age on cell type composition we used propeller^20^, implemented in the Specle R package. We transformed the proportions using the logit function, leveraging getTranssformedProps() and used the propeller.annova() function to test for the effect of age and correct for multiple testing.

### Differential expression analysis

We performed differential gene expression analysis leveraging MAST in the three major cell types (B-cell, CD4+ and CD8+ T-cells). Age, or epigenetic age, was used as a continuous variable, and we treated number of expressed genes, mouse ID, and Haemoglobin contamination as covariates. For T-cell analysis we also took sub-cell type proportion into account. For each of the three test cell types, we filtered to: (1) protein-coding genes, (2) genes expressed in at least 25% of the cells, selected the genes with a high biological variation (by measuring the modelGeneVarByPoisson function implemented in SCRAN^60^ (var>1)), (3) and lastly only tested genes that are expressed in at least 5 cells in at least 2 distinct age groups. Additionally, we tested for a binary effect of ageing between the ages lower than 101 weeks versus the 101-week-old cells.

The MAST model implements a hurdle model that combines information from two tests, a continuous model (for cells with non-zero expression levels), and a binary model (testing expressed vs not expressed). The effect sizes of the continuous and discrete parts of the model are then combined to give one final output. We filtered these to not have significant results (nominal *p* < 0.05 but in opposite direction between the tests) and performed Storey’s Qvalue to account for multiple testing. Significance was defined at 10% FDR.

To replicate our age-associated genes, we leveraged the data from the Tabula Muris Senis project^21^. Given that there is no blood data, we selected all the tissues with CD4+ T-cells, CD8+ T-cells and B-cells and downloaded the preprocessed 10X data. We leveraged the same pipeline as above to test for age associations between expression and ageing. Given the multiple sources of the cells, we added a covariate to account for the tissue of origin and added a covariate for the sex of the mouse, as in the main model, we also correct for the number of expressed genes. Replication here was defined as same effect direction and nominal significance.

### Ageing affects numbers of genes expressed in mouse

To test the relation between age (and epigenetic age) and the number of genes expressed, we used a linear model, implemented in R. For the test in our ageing mouse blood data, we treated age as a binary variable (old: 101 weeks, young <101 weeks) and corrected for number of expressed genes, cell types, and Haemoglobin contamination unless otherwise specified.

For replication in the Tabula Muris data, we mimicked the binary analysis testing ages lower than or equal to 77 weeks versus ages higher than or equal to 101 weeks. Here again, we corrected for the number of sequenced reads, and, if appropriate, corrected for sex. For the replication in the human PBMC data we matched these age criteria by selecting individuals below or equal to 55 years as young (roughly matching the 77 weeks in mouse), and assigned individuals over 64 years of age as old (roughly matching the 101 weeks age in mouse). In oneK1K, we corrected the number of genes expressed for the number of sequenced reads, material batch, and sequencing pool.

### Differential methylation analysis

We performed the single-cell differential DNAme analysis leveraging a generalised linear mixed effect model (GLMM) implemented in lme4^61^ and R. We leveraged a binomial link function to capture the binary nature of single-cell DNAme data and leveraged the random effect to capture the effects driven by mouse In this setup we tested for differentially methylated regions (DMRs) in enhancers and promoters, in the three major cell classes (B, CD4+ T and CD8+ T-cells). We tested regions with DNAme information in more than 25% of the cells per cell type. The enhancer and promoter information was derived from UCSC.

To associate DNAme levels at CpG-island and repeat regions to ageing we combined all CpG sites in the relevant region category, covered in at least one cell of each of the donor mice. To assess the effect of age on the overall methylation levels, we used a Spearman rank test. To replicate this finding in the bulk data, we selected these same sites per category and tested for the same effect in the sorted immune cell data, again using a Spearman rank test.

### Modelling epigenetic age

To build an epigenetic clock that is able to deal with sparsity better as compared to standard (elastic net) regression models, we leverage a direct distance-based model similar to the Trapp et al. model and similar to genetic prediction models. We built these models based on the data of the Quality-0controlled RRBS samples as described above, the selection for CpGs is done independently from the QC procedure described above.

### Building the expected age–methylation matrix

The first step we took was to build up an expected methylation versus age matrix. To do so, we combined bulk RRBS blood (or liver) datasets, specifically we used new Babraham RRBS samples, GSE93957^5^, GSE80672^4^, GSE60012^25^, GSE121141^24^, and GSE120137^26^ and reprocessed the raw data as described above. Next, we select CpG sites that are covered in at least 2 studies, have at most 25% missingness per covered dataset, and 33% maximum overall missingness in the combined study. In the blood dataset we included the pseudo-bulked single-cell data to inform the site selection on non-RRBS data. This leaves 366,250 CpG sites in blood and 753,296 CpG sites in liver.

After this initial selection, we calculate per datasets and per CpG site a Spearman correlation with age, we filter out CpGs with inconsistent correlation signs between datasets and combine this information by taking the average. For blood we included the pseudo-bulked single-cell data to filter for opposite effect signs, but they are not contributing to the eventual site selection. Subsequently, we rank this list from highest to lowest absolute age correlating sites and prune this list for correlated sites. We do so by comparing the absolute correlation to age of sites within 5000 bases from each other, and if the age association is similar (absolute delta < 0.1), then we only keep the top age-associated site. The sites that are pruned away for the main age association are kept as backup sites and can be used when the main associated site is not available in a test sample. For the independent age associate sites, we then built up the methylation versus age matrix. To do so, we model DNAme per site given age, using a binomial model, and take the dataset of origin as a fixed effect covariate into the model, due to differences between datasets (Supplementary Fig. 12). We fit this model three times, once with linear age, once with log age and once with square root of age, to account for the potential non-linear relation between age and DNAme levels. We selected the best transformation per site based on the residual variation after fitting the GLM. Leveraging these models per CpG, we can calculate the DNAme values per age and, at the same time, correct these for observed dataset effect by adding back the average dataset effect. We chose to only model 1 week higher and lower as compared to observations in our combined training set.

### Predicting ages for new samples or cells

To model ages of new samples or cells, we select the overlapping sites between the clock sites and a new sample and compare the DNAme levels, similar to the procedure outlined in Trapp et al. With one minor difference, we directly calculate the absolute difference between the given DNAme value and the expected values and sum the log difference. This generalises the procedure proposed by Trapp et al. to also work on continuous DNAme profiles as observed in bulk data.

Lastly, we used cross-validation to select the number of age-associated DNAme sites to use when predicting epigenetic ages. During cross-validation, we used stratified folds based on dataset and cell type (if relevant) and dataset. We tested 50, 100, 250, 500, 750, 1000, 1250, 1500, 1750, and 2000 sites for training and found that 750 sites were optimal for both the blood and liver mode (Supplementary Fig. 8).

### Significance of the age deviation

To determine if an age prediction was significantly different from the expected chronological age we matched the real data to simulations matching the input cell and age. In detail, we select the predicted methylation profile matching the age of the cell and select the sites that are covered in the cell of interest. From this, we then simulate 1000 single cells, which, when combined, match the expected methylation profile derived from the expected matrix for the exact same sites covered in a cell of interest. Subsequently, we predict the ages of these simulated cells and can place the age prediction of the cell of interest in the distribution of random predictions. Based on this, we can calculate if the real cell is an outlier in terms of age prediction, defined as less than 5% of the permuted predictions are higher, or lower than the real prediction (empirical FDR 5%).

### Enrichment analyses

To test for gene set enrichment analyses we leveraged g:Profiler^62^, when assessing enrichments for DNAme we mapped promoters and enhancers to the closest gene and did the enrichment via g:Profiler. When leveraging g:Profiler we made sure the backgrounds are matched to the tested genes, instead of the default whole genome background.

To test for CpG enrichments in the epigenetic clocks, we leveraged a Fisher exact test. We selected all considered sites in the clocks (scEpiAge-blood, scEpiAge-liverclock, or the Stubbs clock) as a background and counted the number of times a site would be within any of these categories (CpG islands, CGI shores, CGI shelves, CGI inter, FANTOM5 enhancers, Repeats, Gene bodies, lncRNAs, CDS, Introns, Exons, Intergenic regions, 3’ UTRs, 5’ UTRs, TES, TSS, Promoters, CGI Promoters, Non-CGI Promoters), stratifying for a selected clock site or a background site. The MM10 annotation was derived from UCSC.

### Linking epigenetic age and number of mutations

To assess the link between epigenetic ageing, we used cellsnp-lite^63^ to call variants from the bam files. We used the default options to call variants either exclusive to the mitochondria or call variants genome wide. Next, we counted the number of sites that at least had one call of an alternative allele and used this as a proxy for the number of somatic mutations. To assess the link between the number of mutations and the epigenetic age, we leveraged a generalised linear model with a binomial link function, testing the link of the ratio of alternative containing sites and total number of sites called in a cell relative to epigenetic age. In the models, we included the scaled number of sequenced reads, genome-wide or MT-specific as covariates and added a random effect for cell type and mouse to account for mouse-to-mouse and cell type-to-cell type variability. The linear models were built in R using the LME4^61^ package.

### Including expressed genes into the ageing model

To try and link our observations on the RNA side and DNAme side of our work we produced one final ageing model. Here we choose to fit an elastic net regression model over the predicted scEpiAge of a cell combined with the number of expressed genes. For this, we used the glmnet R package (4.1)^64^ and conducted an 11-fold cross-validation, leaving one mouse out at a time, to account for relatedness between the cells from the same mouse.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. The experiments were not randomised. The Investigators were not blinded to allocation during experiments and outcome assessment. No data were excluded from the analyses, except for datasets removed or trimmed during quality control as described in the respective sections above.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Reporting Summary

### Source data

Source Data

## Data Availability

The scM&T-seq and bulk RRBS data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) database under accession code GSE225173. The corresponding raw data can be found in the NCBI Sequence Read Archive (SRA) under accession code PRJNA934287. Source data are provided with this paper.

## References

[1] Bocklandt, S. et al. Epigenetic predictor of age. *PLoS ONE***6**, e14821 (2011).21731603 10.1371/journal.pone.0014821PMC3120753

[2] Horvath, S. DNA methylation age of human tissues and cell types. *Genome Biol.***14**, R115 (2013).24138928 10.1186/gb-2013-14-10-r115PMC4015143

[3] Hannum, G. et al. Genome-wide methylation profiles reveal quantitative views of human aging rates. *Mol. Cell***49**, 359–367 (2013).23177740 10.1016/j.molcel.2012.10.016PMC3780611

[4] Petkovich, D. A. et al. Using DNA methylation profiling to evaluate biological age and longevity interventions. *Cell Metab.***25**, 954–960.e6 (2017).28380383 10.1016/j.cmet.2017.03.016PMC5578459

[5] Stubbs, T. M. et al. Multi-tissue DNA methylation age predictor in mouse. *Genome Biol.***18**, 68 (2017).28399939 10.1186/s13059-017-1203-5PMC5389178

[6] Wang, T. et al. Epigenetic aging signatures in mice livers are slowed by dwarfism, calorie restriction and rapamycin treatment. *Genome Biol.***18**, 57 (2017).28351423 10.1186/s13059-017-1186-2PMC5371228

[7] Lu, A. T. et al. Universal DNA methylation age across mammalian tissues. *Nat. Aging***3**, 1144–1166 (2023).37563227 10.1038/s43587-023-00462-6PMC10501909

[8] Belsky, D. W. et al. Quantification of the pace of biological aging in humans through a blood test, the DunedinPoAm DNA methylation algorithm. *eLife***9**, e54870 (2020).32367804 10.7554/eLife.54870PMC7282814

[9] Levine, M. E. et al. An epigenetic biomarker of aging for lifespan and healthspan. *Aging***10**, 573–591 (2018).29676998 10.18632/aging.101414PMC5940111

[10] Lu, A. T. et al. DNA methylation GrimAge strongly predicts lifespan and healthspan. *Aging***11**, 303–327 (2019).30669119 10.18632/aging.101684PMC6366976

[11] Jaffe, A. E. & Irizarry, R. A. Accounting for cellular heterogeneity is critical in epigenome-wide association studies. *Genome Biol.***15**, R31 (2014).24495553 10.1186/gb-2014-15-2-r31PMC4053810

[12] Farlik, M. et al. Single-cell DNA methylome sequencing and bioinformatic inference of epigenomic cell-state dynamics. *Cell Rep.***10**, 1386–1397 (2015).25732828 10.1016/j.celrep.2015.02.001PMC4542311

[13] Gravina, S., Dong, X., Yu, B. & Vijg, J. Single-cell genome-wide bisulfite sequencing uncovers extensive heterogeneity in the mouse liver methylome. *Genome Biol.***17**, 150 (2016).27380908 10.1186/s13059-016-1011-3PMC4934005

[14] Luo, C. et al. Single-cell methylomes identify neuronal subtypes and regulatory elements in mammalian cortex. *Science***357**, 600–604 (2017).28798132 10.1126/science.aan3351PMC5570439

[15] Smallwood, S. A. et al. Single-cell genome-wide bisulfite sequencing for assessing epigenetic heterogeneity. *Nat. Methods***11**, 817–820 (2014).25042786 10.1038/nmeth.3035PMC4117646

[16] Hernando-Herraez, I. et al. Ageing affects DNA methylation drift and transcriptional cell-to-cell variability in mouse muscle stem cells. *Nat. Commun.***10**, 4361 (2019).31554804 10.1038/s41467-019-12293-4PMC6761124

[17] Trapp, A., Kerepesi, C. & Gladyshev, V. N. Profiling epigenetic age in single cells. *Nat. Aging***1**, 1189–1201 (2021).36211119 10.1038/s43587-021-00134-3PMC9536112

[18] Angermueller, C. et al. Parallel single-cell sequencing links transcriptional and epigenetic heterogeneity. *Nat. Methods***13**, 229–232 (2016).26752769 10.1038/nmeth.3728PMC4770512

[19] Teo, Y. V., Webb, A. & Neretti, N. Single-cell transcriptomics of peripheral blood in the aging mouse. *Aging***15**, 6–20 (2023).10.18632/aging.204471PMC987663036622281

[20] Phipson, B. et al. *propeller:* testing for differences in cell type proportions in single cell data. *Bioinformatics***38**, 4720–4726 (2022).36005887 10.1093/bioinformatics/btac582PMC9563678

[21] Tabula Muris Consortium. A single-cell transcriptomic atlas characterizes ageing tissues in the mouse. *Nature***583**, 590–595 (2020).10.1038/s41586-020-2496-1PMC824050532669714

[22] Yazar, S. et al. Single-cell eQTL mapping identifies cell type–specific genetic control of autoimmune disease. *Science***376**, eabf3041 (2022).35389779 10.1126/science.abf3041

[23] Frenk, S. & Houseley, J. Gene expression hallmarks of cellular ageing. *Biogerontology***19**, 547–566 (2018).29492790 10.1007/s10522-018-9750-zPMC6223719

[24] Meer, M. V., Podolskiy, D. I., Tyshkovskiy, A. & Gladyshev, V. N. A whole lifespan mouse multi-tissue DNA methylation clock. *eLife***7**, e40675 (2018).30427307 10.7554/eLife.40675PMC6287945

[25] Reizel, Y. et al. Gender-specific postnatal demethylation and establishment of epigenetic memory. *Genes Dev.***29**, 923–933 (2015).25934504 10.1101/gad.259309.115PMC4421981

[26] Thompson, M. J. et al. A multi-tissue full lifespan epigenetic clock for mice. *Aging***10**, 2832–2854 (2018).30348905 10.18632/aging.101590PMC6224226

[27] Eirola, E., Doquire, G., Verleysen, M. & Lendasse, A. Distance estimation in numerical data sets with missing values. *Inf. Sci.***240**, 115–128 (2013).10.1016/j.ins.2013.03.043

[28] Han, Y. et al. Targeted methods for epigenetic age predictions in mice. *Sci. Rep.***10**, 22439 (2020).33384442 10.1038/s41598-020-79509-2PMC7775437

[29] Han, Y. et al. New targeted approaches for epigenetic age predictions. *BMC Biol.***18**, 71 (2020).32580727 10.1186/s12915-020-00807-2PMC7315536

[30] Karimzadeh, S. & Olafsson, S. Data clustering using proximity matrices with missing values. *Expert Syst. Appl.***126**, 265–276 (2019).10.1016/j.eswa.2019.02.022

[31] Cannon, M. V. et al. Maternal nutrition induces pervasive gene expression changes but no detectable DNA methylation differences in the liver of adult offspring. *PLoS ONE***9**, e90335 (2014).24594983 10.1371/journal.pone.0090335PMC3940881

[32] Cole, J. J. et al. Diverse interventions that extend mouse lifespan suppress shared age-associated epigenetic changes at critical gene regulatory regions. *Genome Biol.***18**, 58 (2017).28351383 10.1186/s13059-017-1185-3PMC5370462

[33] Alonso, C. et al. Metabolomic identification of subtypes of nonalcoholic steatohepatitis. *Gastroenterology***152**, 1449–1461.e7 (2017).28132890 10.1053/j.gastro.2017.01.015PMC5406239

[34] Cagan, A. et al. Somatic mutation rates scale with lifespan across mammals. *Nature***604**, 517–524 (2022).35418684 10.1038/s41586-022-04618-zPMC9021023

[35] Martincorena, I. & Campbell, P. J. Somatic mutation in cancer and normal cells. *Science***349**, 1483–1489 (2015).26404825 10.1126/science.aab4082

[36] Moore, L. et al. The mutational landscape of human somatic and germline cells. *Nature***597**, 381–386 (2021).34433962 10.1038/s41586-021-03822-7

[37] López-Otín, C., Blasco, M. A., Partridge, L., Serrano, M. & Kroemer, G. Hallmarks of aging: an expanding universe. *Cell***186**, 243–278 (2023).10.1016/j.cell.2022.11.00136599349

[38] López-Otín, C., Blasco, M. A., Partridge, L., Serrano, M. & Kroemer, G. The hallmarks of aging. *Cell***153**, 1194–1217 (2013).23746838 10.1016/j.cell.2013.05.039PMC3836174

[39] Florea, M. Aging and immortality in unicellular species. *Mech. Ageing Dev.***167**, 5–15 (2017).28844968 10.1016/j.mad.2017.08.006

[40] Zou, Z. et al. A single-cell transcriptomic atlas of human skin aging. *Dev. Cell***56**, 383–397.e8 (2021).33238152 10.1016/j.devcel.2020.11.002

[41] Pappalardo, X. G. & Barra, V. Losing DNA methylation at repetitive elements and breaking bad. *Epigenetics Chromatin***14**, 25 (2021).34082816 10.1186/s13072-021-00400-zPMC8173753

[42] Ehrlich, M. DNA hypermethylation in disease: mechanisms and clinical relevance. *Epigenetics***14**, 1141–1163 (2019).31284823 10.1080/15592294.2019.1638701PMC6791695

[43] Kabacik, S. et al. The relationship between epigenetic age and the hallmarks of aging in human cells. *Nat. Aging***2**, 484–493 (2022).37034474 10.1038/s43587-022-00220-0PMC10077971

[44] Jung, H. et al. Thioredoxin-interacting protein regulates haematopoietic stem cell ageing and rejuvenation by inhibiting p38 kinase activity. *Nat. Commun.***7**, 13674 (2016).27929088 10.1038/ncomms13674PMC5155146

[45] Macaulay, I. C. et al. Separation and parallel sequencing of the genomes and transcriptomes of single cells using G&T-seq. *Nat. Protoc.***11**, 2081–2103 (2016).27685099 10.1038/nprot.2016.138

[46] Clark, S. J. et al. Genome-wide base-resolution mapping of DNA methylation in single cells using single-cell bisulfite sequencing (scBS-seq). *Nat. Protoc.***12**, 534–547 (2017).28182018 10.1038/nprot.2016.187

[47] Linker, S. M. et al. Combined single-cell profiling of expression and DNA methylation reveals splicing regulation and heterogeneity. *Genome Biol.***20**, 30 (2019).30744673 10.1186/s13059-019-1644-0PMC6371455

[48] Krueger, F. & Andrews, S. R. Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. *Bioinformatics***27**, 1571–1572 (2011).21493656 10.1093/bioinformatics/btr167PMC3102221

[49] Veeneman, B. A., Shukla, S., Dhanasekaran, S. M., Chinnaiyan, A. M. & Nesvizhskii, A. I. Two-pass alignment improves novel splice junction quantification. *Bioinformatics***32**, 43–49 (2016).10.1093/bioinformatics/btv642PMC500623826519505

[50] Liao, Y., Smyth, G. K. & Shi, W. The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. *Nucleic Acids Res.***47**, e47 (2019).30783653 10.1093/nar/gkz114PMC6486549

[51] Liao, Y., Smyth, G. K. & Shi, W. featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics***30**, 923–930 (2014).24227677 10.1093/bioinformatics/btt656

[52] Cunningham, F. et al. Ensembl 2022. *Nucleic Acids Res.***50**, D988–D995 (2022).34791404 10.1093/nar/gkab1049PMC8728283

[53] McCarthy, D. J., Campbell, K. R., Lun, A. T. L. & Wills, Q. F. Scater: pre-processing, quality control, normalization and visualization of single-cell RNA-seq data in R. *Bioinformatics***33**, 1179–1186 (2017).10.1093/bioinformatics/btw777PMC540884528088763

[54] de Graaf, C. A. et al. Haemopedia: an expression atlas of murine hematopoietic cells. *Stem Cell Rep.***7**, 571–582 (2016).10.1016/j.stemcr.2016.07.007PMC503195327499199

[55] Zappia, L., Phipson, B. & Oshlack, A. Splatter: simulation of single-cell RNA sequencing data. *Genome Biol.***18**, 174 (2017).28899397 10.1186/s13059-017-1305-0PMC5596896

[56] Aran, D. et al. Reference-based analysis of lung single-cell sequencing reveals a transitional profibrotic macrophage. *Nat. Immunol.***20**, 163–172 (2019).30643263 10.1038/s41590-018-0276-yPMC6340744

[57] Von Meyenn, F. Profiling DNA methylation in human naïve pluripotent stem cells. *Methods Mol. Biol*. **2416**, 157–180 (2022).10.1007/978-1-0716-1908-7_1134870836

[58] McInnes, L., Healy, J., Saul, N. & Großberger, L. UMAP: uniform manifold approximation and projection for dimension reduction. *Journal of open source software*. **3**, 861 (2018).

[59] Josse, J. & Husson, F. missMDA: a package for handling missing values in multivariate data analysis. *J. Stat. Softw*. **70**, 1–31 (2016).

[60] Lun, A. T. L., Bach, K. & Marioni, J. C. Pooling across cells to normalize single-cell RNA sequencing data with many zero counts. *Genome Biol.***17**, 75 (2016).27122128 10.1186/s13059-016-0947-7PMC4848819

[61] Bates, D., Mächler, M., Bolker, B. & Walker, S. Fitting linear mixed-effects models using lme4. *J. Stat. Softw*. **67**, 1–48 (2015).

[62] Reimand, J., Kull, M., Peterson, H., Hansen, J. & Vilo, J. g:Profiler—a web-based toolset for functional profiling of gene lists from large-scale experiments. *Nucleic Acids Res.***35**, W193–W200 (2007).17478515 10.1093/nar/gkm226PMC1933153

[63] Huang, X. & Huang, Y. Cellsnp-lite: an efficient tool for genotyping single cells. *Bioinformatics***37**, 4569–4571 (2021).33963851 10.1093/bioinformatics/btab358

[64] Friedman, J., Hastie, T. & Tibshirani, R. Regularization paths for generalized linear models via coordinate descent. *J. Stat. Softw.***33**, 1–22 (2010).20808728 10.18637/jss.v033.i01PMC2929880

[65] Bonder, M. J. & Lammers, F. EpigenomeClock/scEpiAge: v1.0.1. Zenodo 10.5281/ZENODO.12521513 (2024).

# Supplementary material for: scEpiAge: an age predictor highlighting single-cell ageing heterogeneity in mouse blood
**Source:** Nat Commun. 2024 Aug 31;15:7567. doi: 10.1038/s41467-024-51833-5
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Material

## scEpiAge - An Age Predictor Highlighting Single-cell Ageing Heterogeneity in Mouse Blood

*Bonder et al.*

|                              |          |
|------------------------------|----------|
| <b>Supplementary Data</b>    | <b>2</b> |
| <b>Supplementary Figures</b> | <b>3</b> |

# Supplementary Tables

**Supplementary Data 1:** Details of collected peripheral blood samples from mice spanning ages from 10 to 101 weeks.

**Supplementary Data 2:** Number of genes expressed changes with age in the Tabula Muris Senis (The Tabula Muris Consortium et al., 2020) and OneK1K (Yazar et al., 2022) datasets. Statistics presented are derived from a linear model, testing the relation between the number of expressed genes and aging. Shown are the estimate, and standard error P values, T statistics and Q values of the associations. In the model we corrected for batch, cell type (if relevant) and sex.

- A: Tabula Muris senis SmartSeq2 replicating tissues.
- B: Tabula Muris senis 10X replicating tissues.
- C: OneK1K replication information.

**Supplementary Data 3:** Ageing associated genes. Summary statistics of the age associations as derived from MAST. Shown are the statistics of both the continuous, discrete and integrated models. MAST derives its association statistics from a generalised linear model, we corrected for batch, and number of expressed features.

- A: Genes differentially expressed with chronological age in CD8+ T cells.
- B: Genes differentially expressed with chronological age in B cells, including replication information in scEpiAge in B cells.
- C: Genes differentially expressed between 101 w old and younger in CD4+ T cells.
- D: Genes differentially expressed between 101 w old and younger in CD8+ T cells.
- E: Genes differentially expressed between 101 w old and younger B cells.
- F: Genes differentially expressed with scEpiAge in CD8+ T cells.

**Supplementary Data 4:** Ageing associated genes enrichments. g:Profiler results of the B cell associated ageing genes, specifically for the genes increasing with ageing. g:Profiler uses a Fisher's one-tailed test.

**Supplementary Data 5:** Age-related DNAm changes in both enhancers and promoters. To relate aggregated DNA-methylation levels to aging we used a linear model, correcting for mouse and sequencing depth, p-values shown are from a likelihood ratio test.

- A: Enhancer results in CD4+ T cells.
- B: Promoter results in CD4+ T cells.
- C: Promoter results in B cells.

**Supplementary Data 6:** Details of all bulk data sets included

- A: Sample information on the datasets used for the modelling epigenetic age for blood.
- B: Sample information on the datasets used for the modelling epigenetic age for liver.

## Supplementary Figure 1

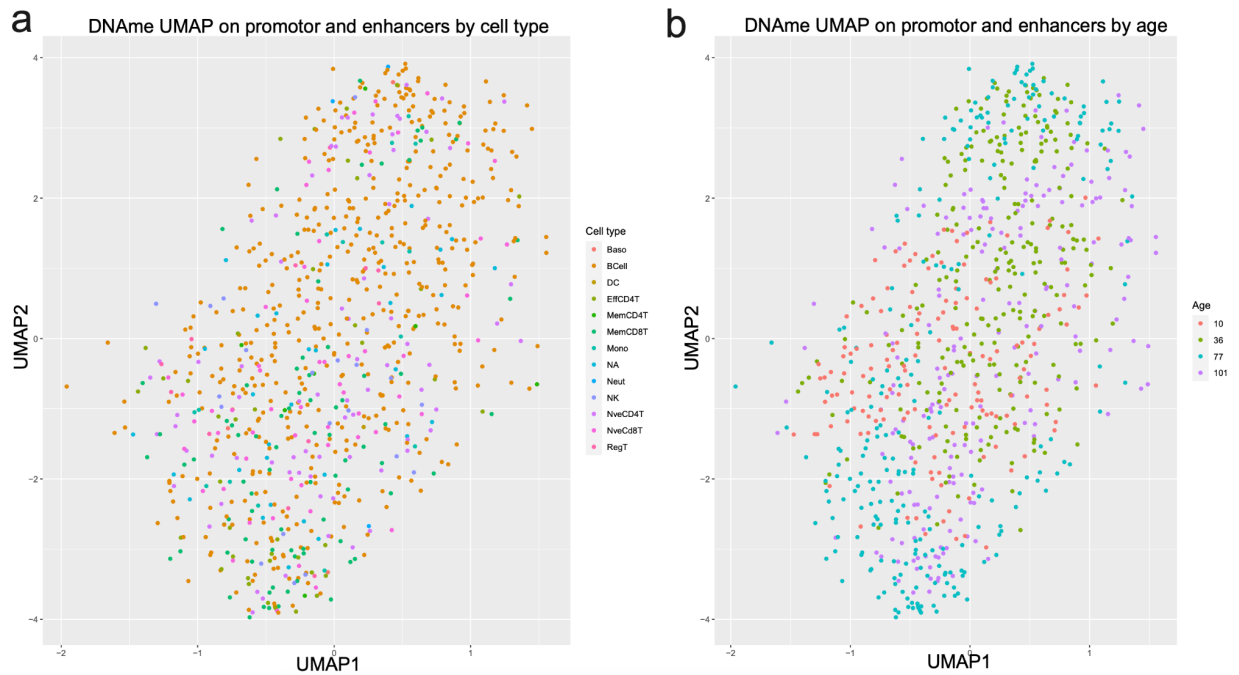

**Supplementary Figure 1: DNAm did not show clear separations by age, cell type or animal. Exploratory UMAP figures of the single cell DNAm data at enhancers and promoters:** a) Cell type annotated UMAP (colours represent different cell types), and b) UMAP annotated by chronological age (colours represent different chronological ages).

## Supplementary Figure 2

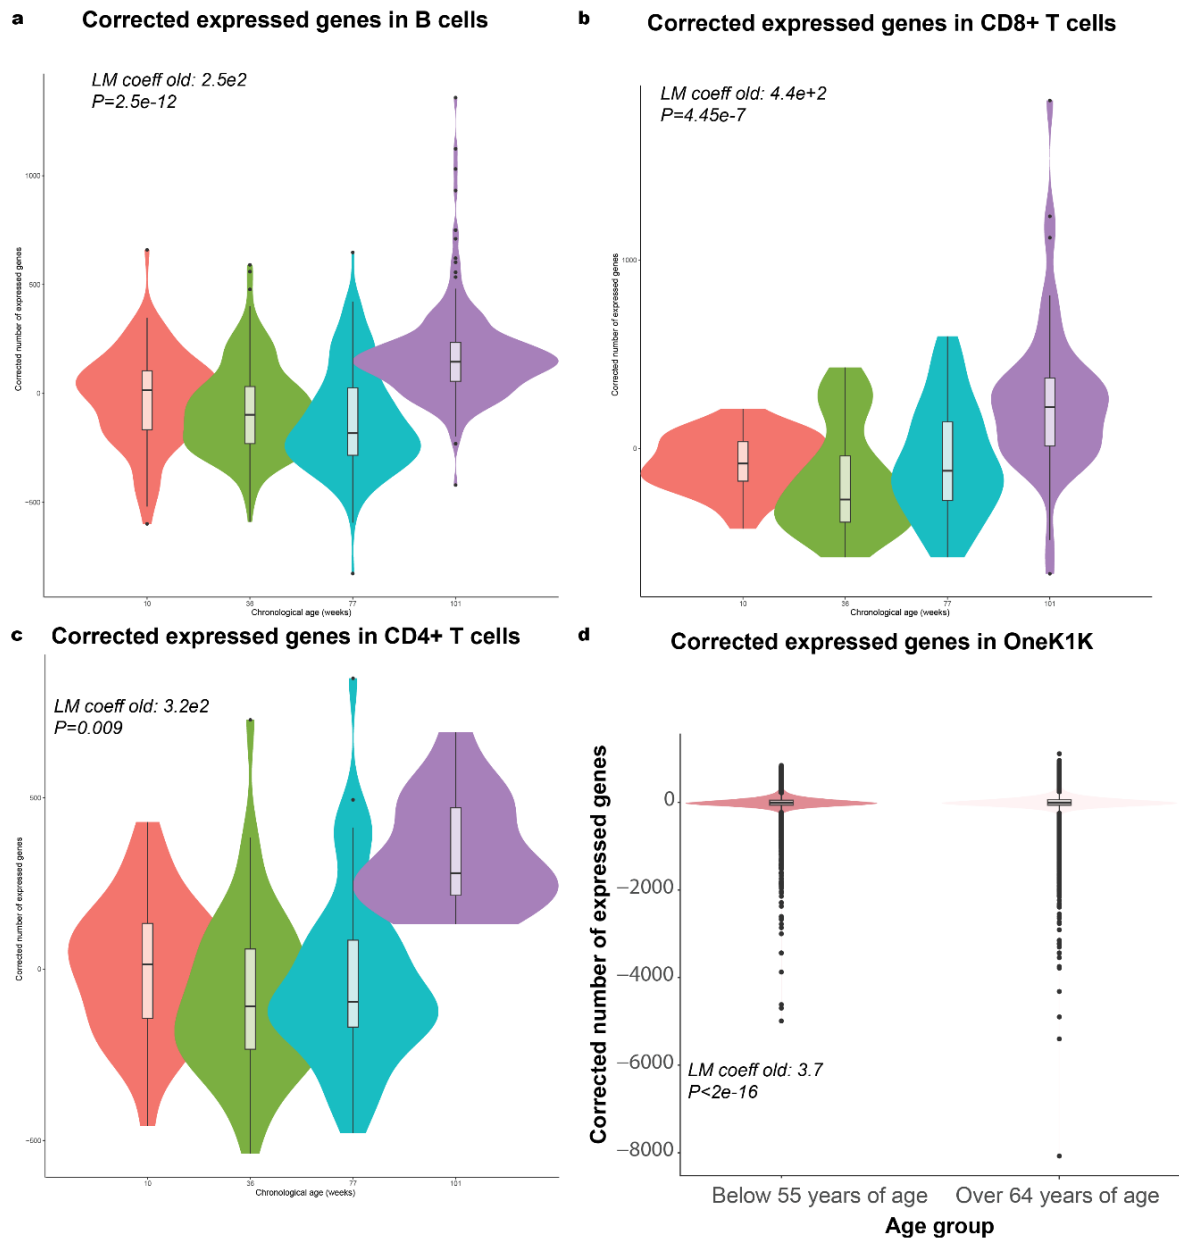

**Supplementary Figure 2: Number of genes expressed per major cell type.** Violin plots showing the number of genes expressed/detected in each cell: a-c) Shown are the results for the major cell types analysed, namely a) B-cells, b) CD8+ T-cells, and c) CD4+ T-cells. d) Shown are the differences in a large human PBMC cohort, the OneK1K dataset (Yazar et al., 2022). To reflect the mouse analysis, we did split the humans data by age into samples below 55 years (roughly corresponds to below 77 weeks of age) and above 64 years (roughly corresponds to over 101 weeks of age in mice). Colours are only used to improve the visualisation. LM: linear model.

## Supplementary Figure 3

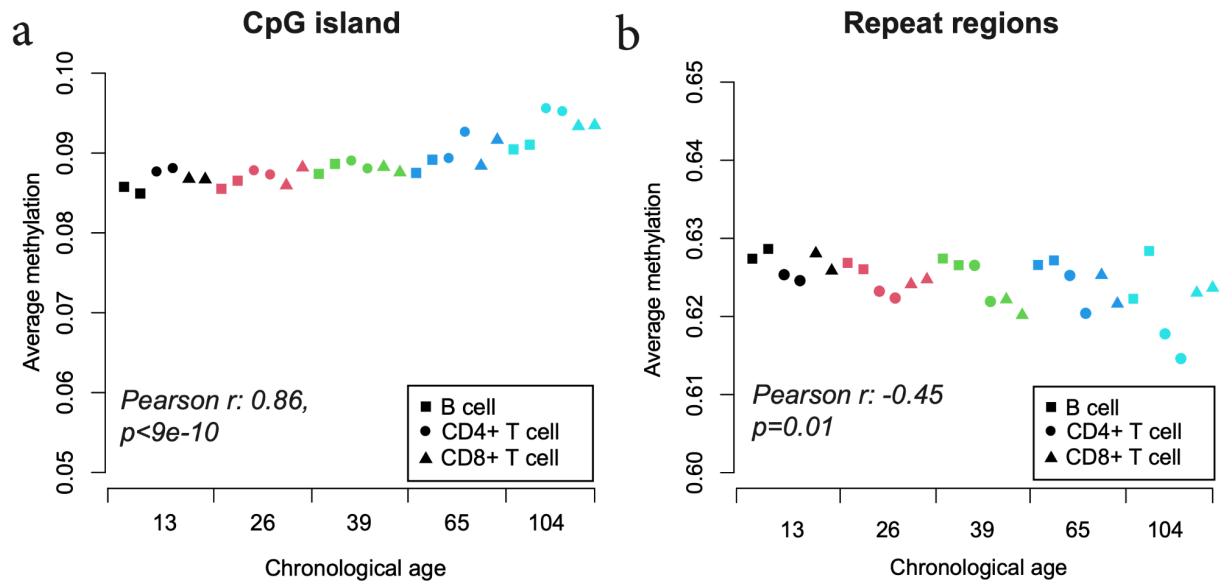

**Supplementary Figure 3: scDNAm changes in the major cell types analysed.** Average single cell DNAm levels in a) CGIs and b) repeat regions. Cells are coloured and ordered by age. Shapes represent the cell types (squares B-cell, circles CD4+ T-cell, triangles CD8+ T-cell). Y-axis are scaled to the max and min values found in the presented data.

## Supplementary Figure 4

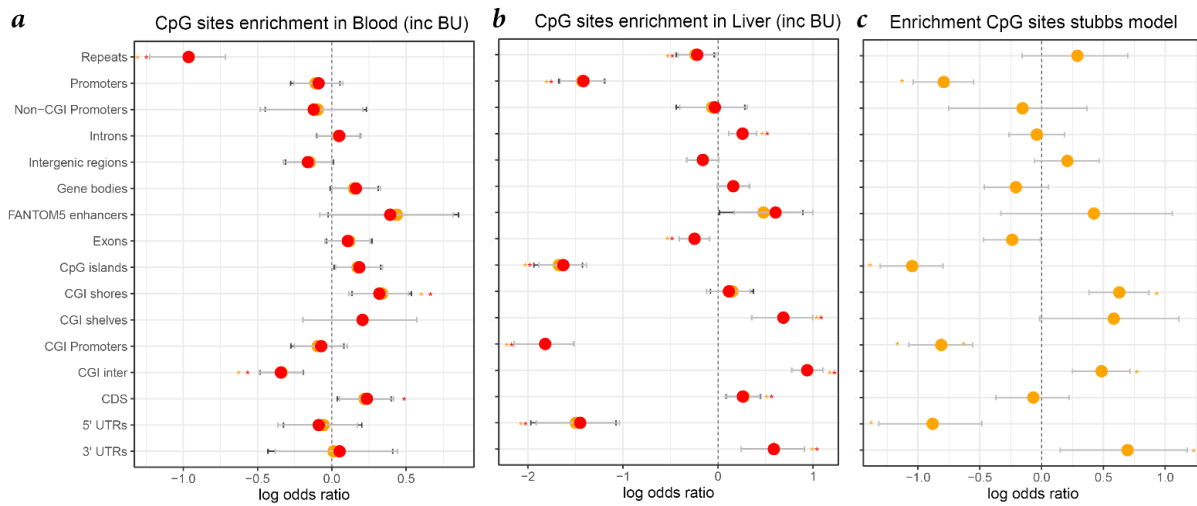

**Supplementary Figure 4: Genomic enrichments of sites and back-up sites of the *scEpiAge* model.** We assessed the genomic enrichment of the sites (and back-up sites) selected in the a) *scEpiAge* blood and b) *scEpiAge* liver model, and compared them to the sites selected for the c) *Stubbs et. al* clock (*Stubbs et al., 2017*). CDS: coding sequence; UTR: untranslated region; CGI: CpG islands. In orange are the main sites, in red the backup sites.

## Supplementary Figure 5

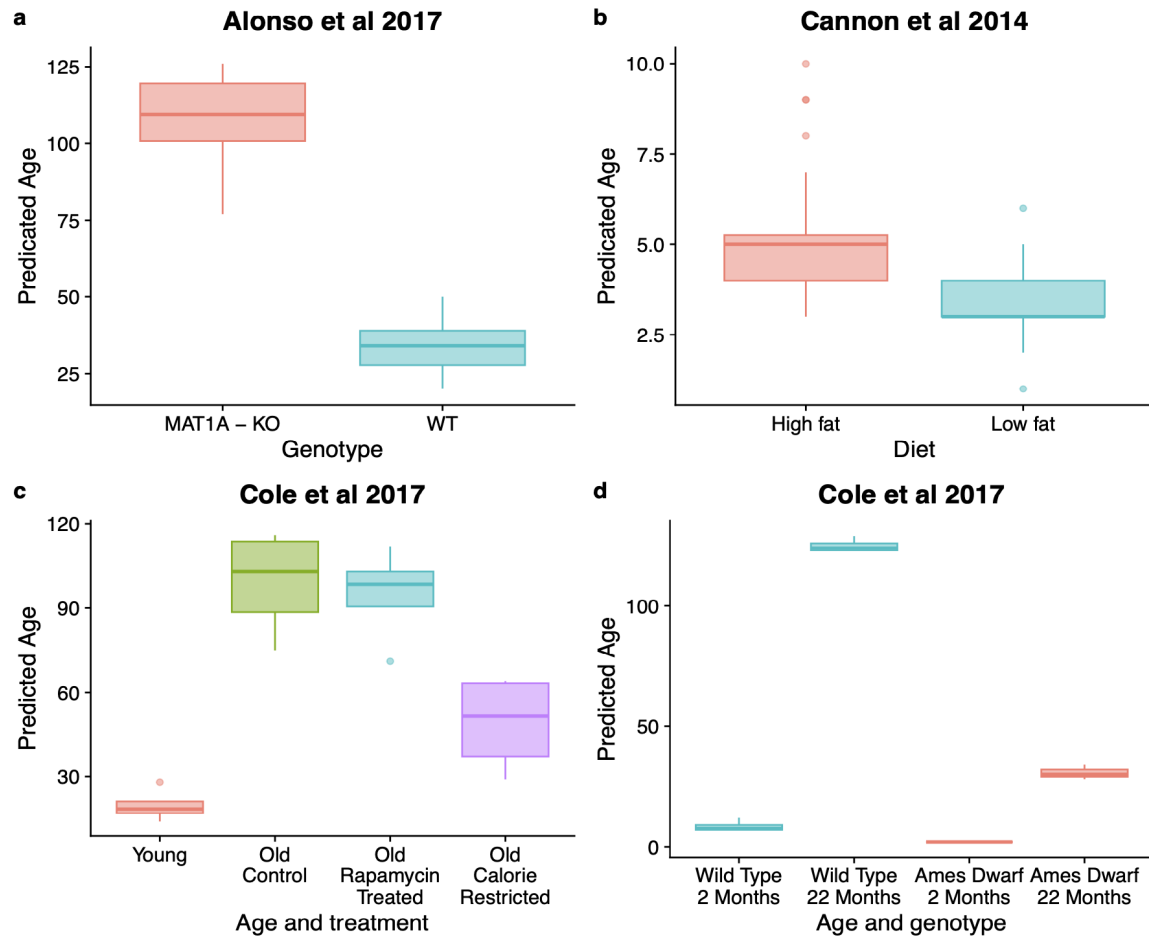

### Supplementary Figure 5: *scEpiAge* measured in public DNAm datasets

a) Alonso et al. collected liver samples from 10 month old C57Bl/6 (WT control) and methionine adenosyltransferase 1a knockout (MAT1A-KO) mice, which spontaneously develop steatohepatitis and performed reduced representation bisulfite sequencing (RRBS-seq). We applied the *scEpiAge* model to these datasets and found an increase in predicted age in MAT1A-KO mice. b) Cannon et al. collected liver samples from mice fed a high fat or low fat diet and performed RRBS-seq. We applied the *scEpiAge* model to these datasets and found that a high fat diet increases the predicted epigenetic age compared to a low fat diet. c) Cole et al. collected liver samples from young (2 months), old untreated (22 months), old rapamycin treated (22s month, rapamycin treatment from 4 months of age) and old calorie restricted mice (22 months, CR initiated at 4 months of age) and performed whole-genome bisulfite sequencing (WGBS-seq). We applied the *scEpiAge* model to these datasets and could find beneficial effects of CR on the predicted age but not upon Rapamycin treatment. d) Cole et al. collected liver samples from young (2 months) and old (22 months) control and Ames Dwarf mice and performed WGBS-seq. We applied the *scEpiAge* model to these datasets and found that the Ames Dwarf mice epigenetically age at a slower pace as indicated by the *scEpiAge* predictions. Colours are only used to improve the visualisation.

## Supplementary Figure 6

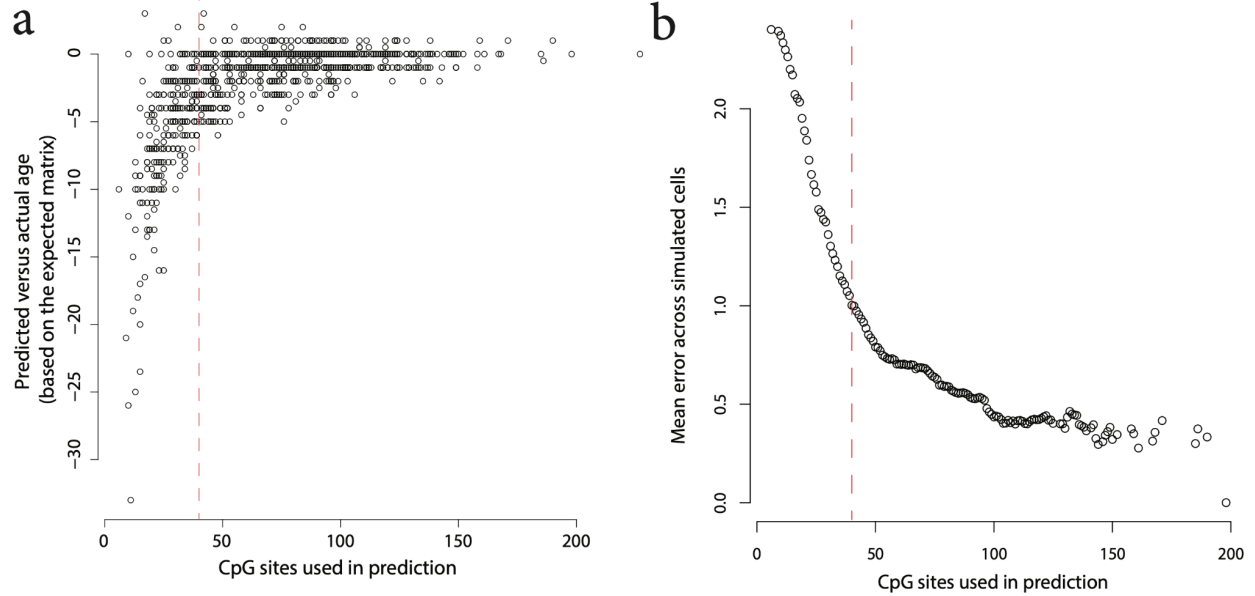

**Supplementary Figure 6: Minimum overlapping sites needed for accurate scEpiAge predictions.** a) We calculated the difference between actual and predicted age in relation to the number of CpG sites used in prediction in simulated cells. For the expected data we matched the sites based on the actual cell. b) Additionally, we plotted the Average error of all simulated cells in relation to the number of CpG sites used in prediction.

## Supplementary Figure 7

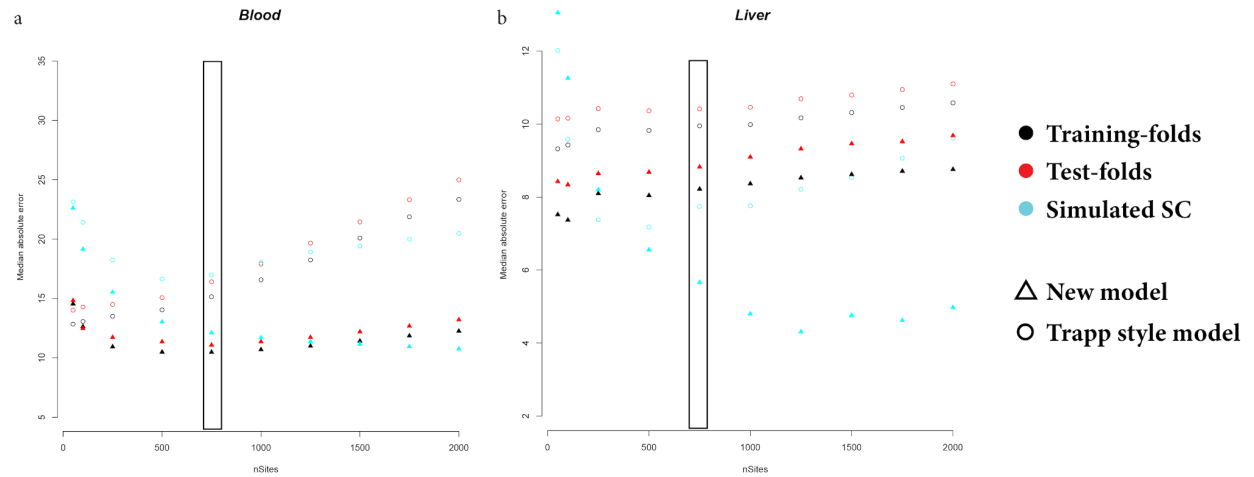

**Supplementary Figure 7: Model performance during cross validation. a-b)** Error in cross validation when optimising the feature selection and number of sites. We show the performance on the training- and test-folds, as well as the performance on simulated single cells. In a) the performance of model building using the blood model, in b) the model setup in the Liver data setup. Due to improved feature selection and pruning of features the stability of the scEpiAge model increases relative to the original setup, and especially the performance on the simulated single cells is superior for the scEpiAge models. Shapes represent the model used (triangles scEpiAge; circles Trapp style model), colours represent the data type used (black training data, red test data, blue simulated single cells).

## Supplementary Figure 8

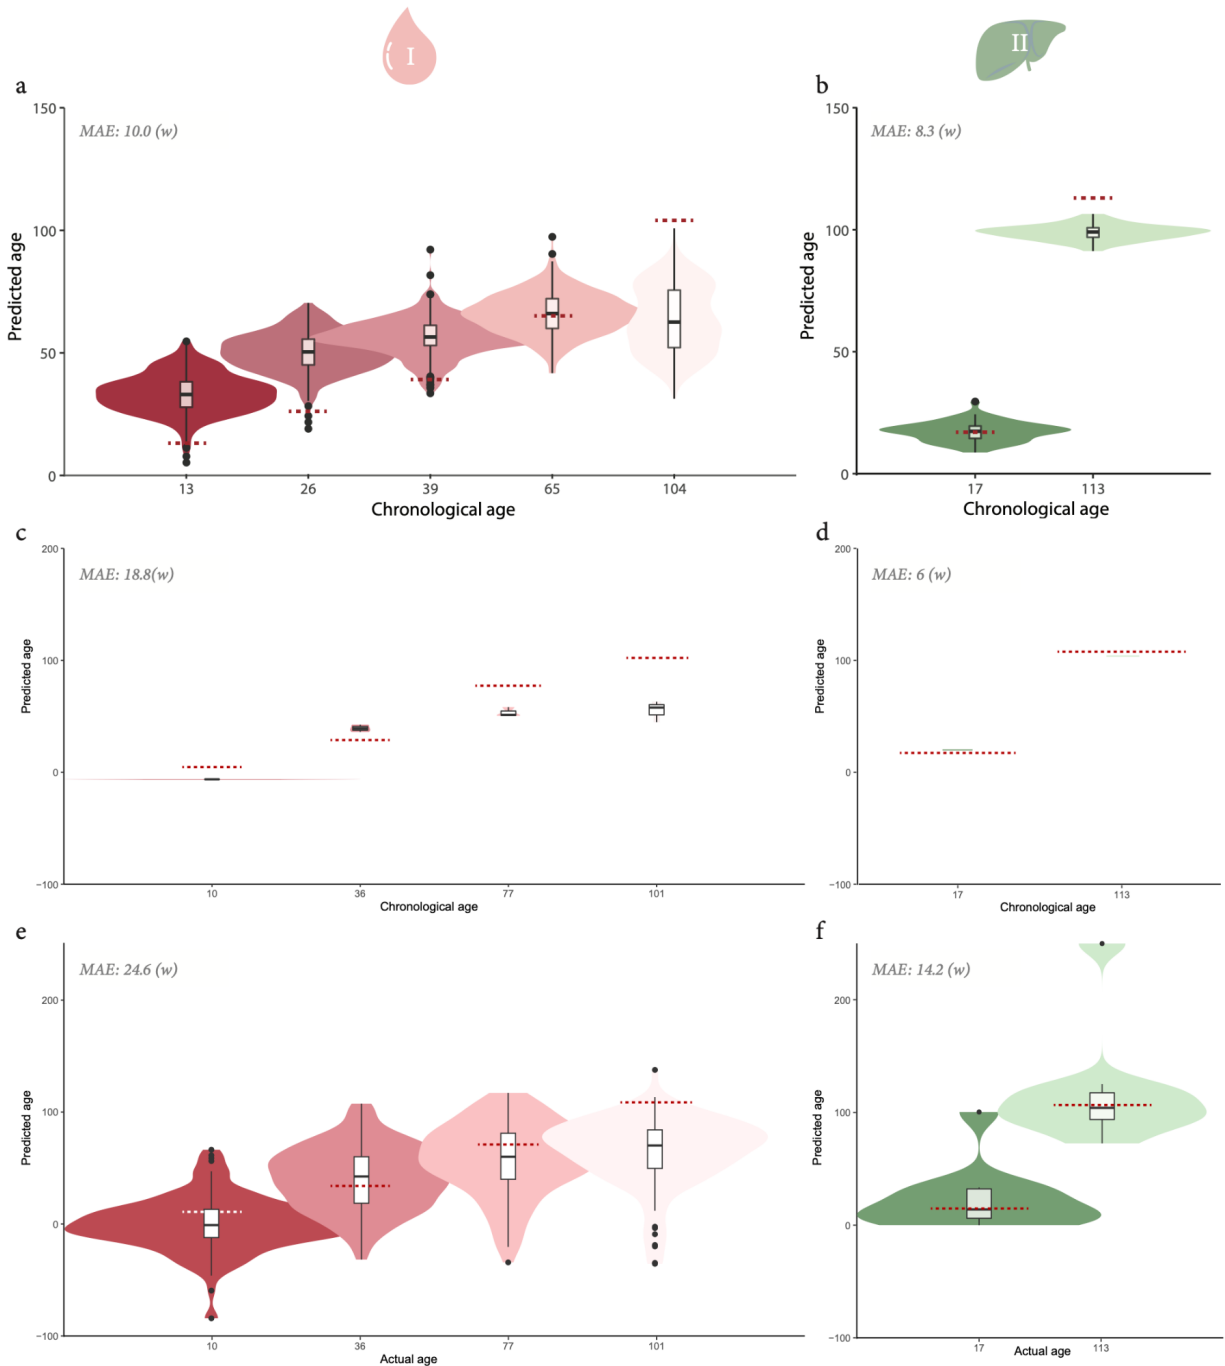

**Supplementary Figure 8: Performance of the Trapp et. al model on scDNAme data.** We used the model described by Trapp et al. (Trapp et al., 2021) and assessed the performance of the model on simulated a) blood or b) liver single cells, pseudo bulked real c) blood and d) liver single cell data, and single cell e) blood and f) liver data. Colour shades are only used to improve the visualisation. MAE: median absolute error. Created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

## Supplementary Figure 9

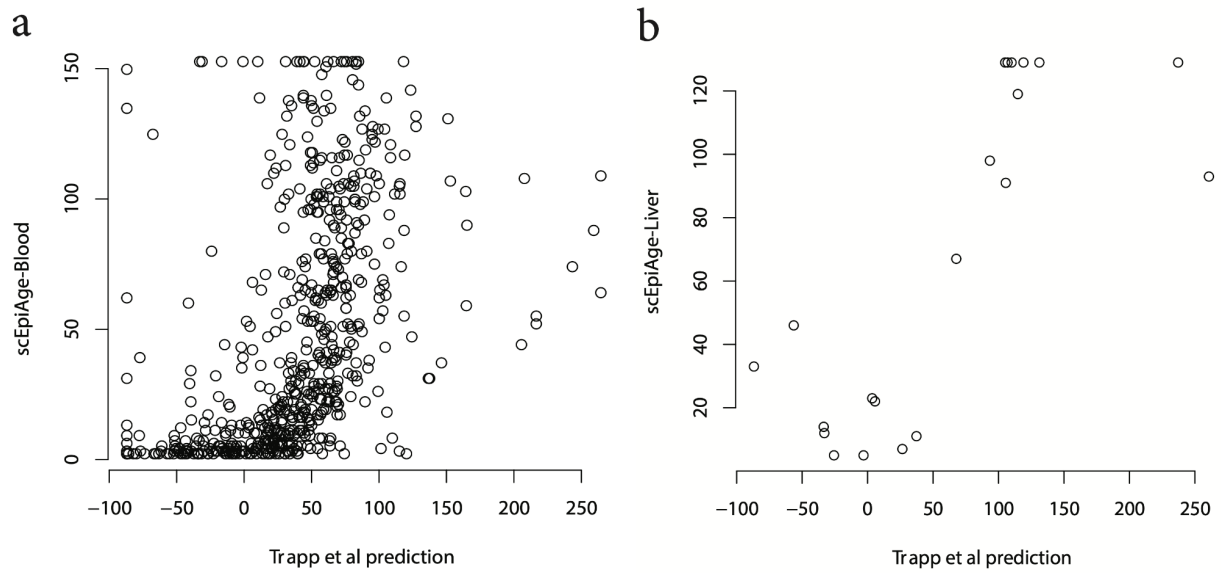

**Supplementary Figure 9: Comparison between scEpiAge model and Trapp et al. model.** We used scEpiAge and the model from Trapp et al. (Trapp et al., 2021) to estimate the epigenetic age based on the DNAm data of all single cells. Shown are the correlation between both models for a) blood and b) liver single cell DNAm data.

## Supplementary Figure 10

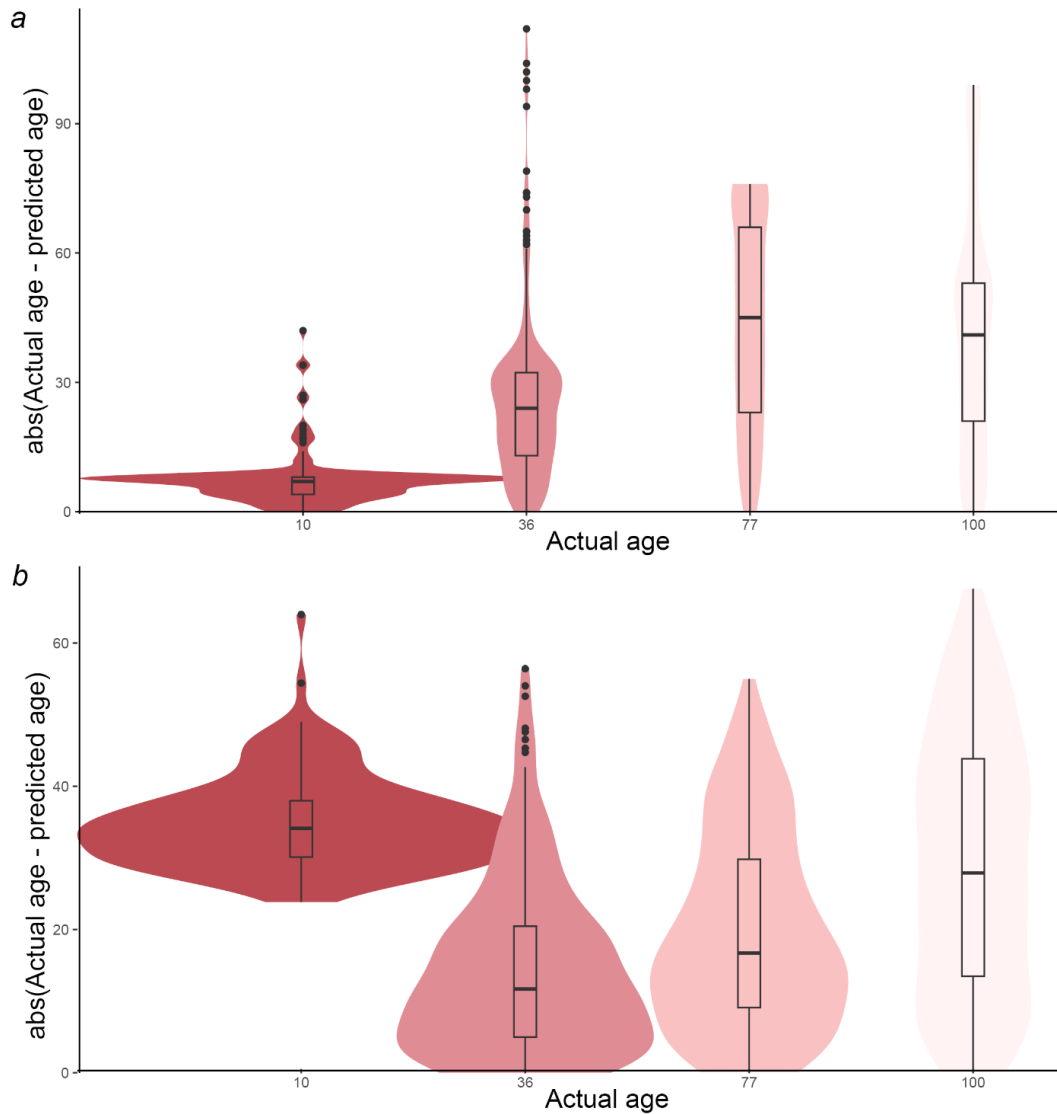

**Supplementary Figure 10: Delta ages of the single modal and multi model ageing models.**

In a) the absolute delta age per age group is shown for the scEpiAge model, and in b) the absolute delta age is shown for the model built when also including the number of expressed genes. Interestingly the model including number of expressed genes has overall a better performance, median absolute deviation scEpiAge 26 weeks vs the multimodal model 21.5 weeks, but especially in the youngest mouse the median error is much lower in the DNAm lower model (median absolute deviation scEpiAge 7 weeks vs the multimodal model 34.1 weeks). Colour shades are only used to improve the visualisation.

## Supplementary Figure 11

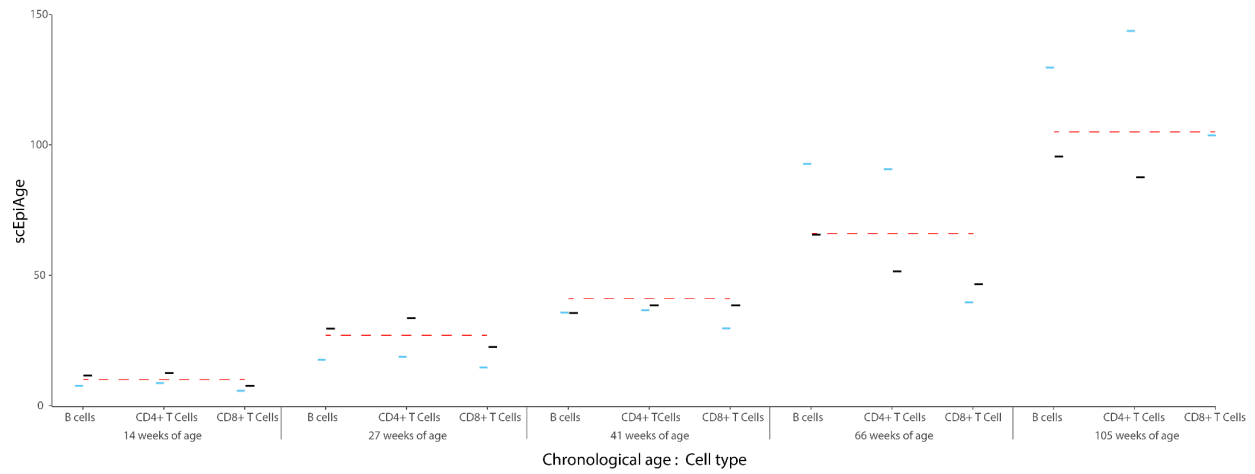

**Supplementary Figure 11: Age prediction in sorted immune cells.** Shown are the age predictions in the sorted immune cell data in both the training and test data. Training data shown in black and left out test data in blue.

## Supplementary Figure 12

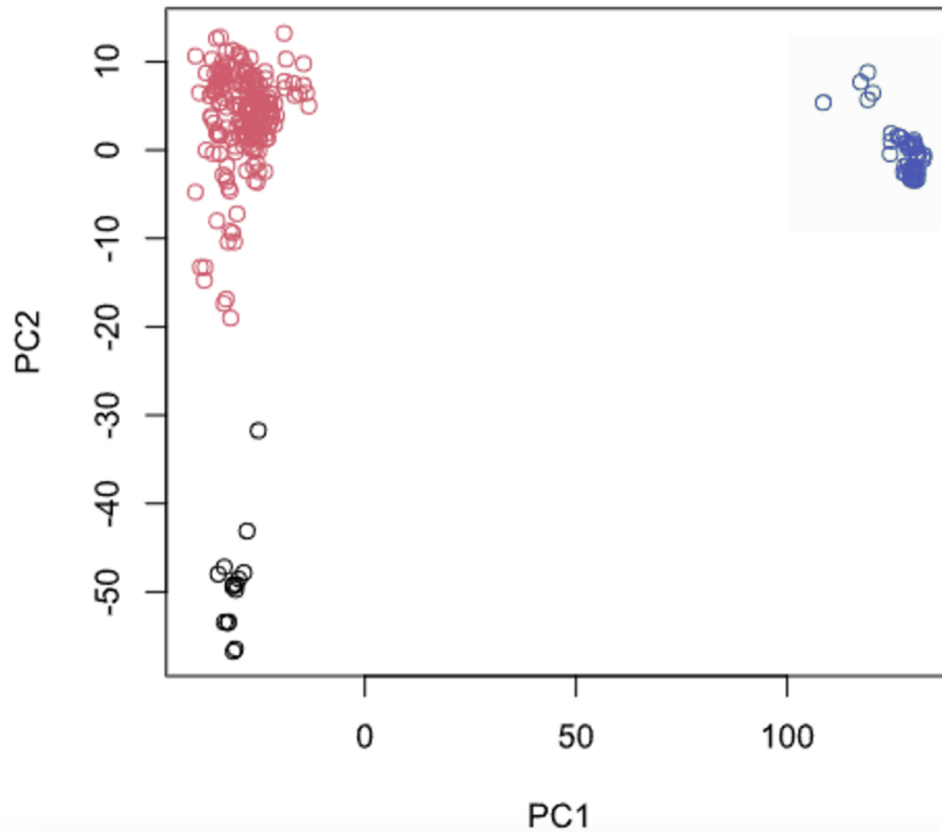

**Supplementary Figure 12: PCA on DNAm values over the three blood datasets used for the expected methylation matrix.** After dataset QC we do see substantial differences between the three main datasets used to construct the expected DNAm profiles, in red the Petkovic et al samples, in blue the Thompson et al samples and in black the new Babraham samples.

## Supplementary Figure 13

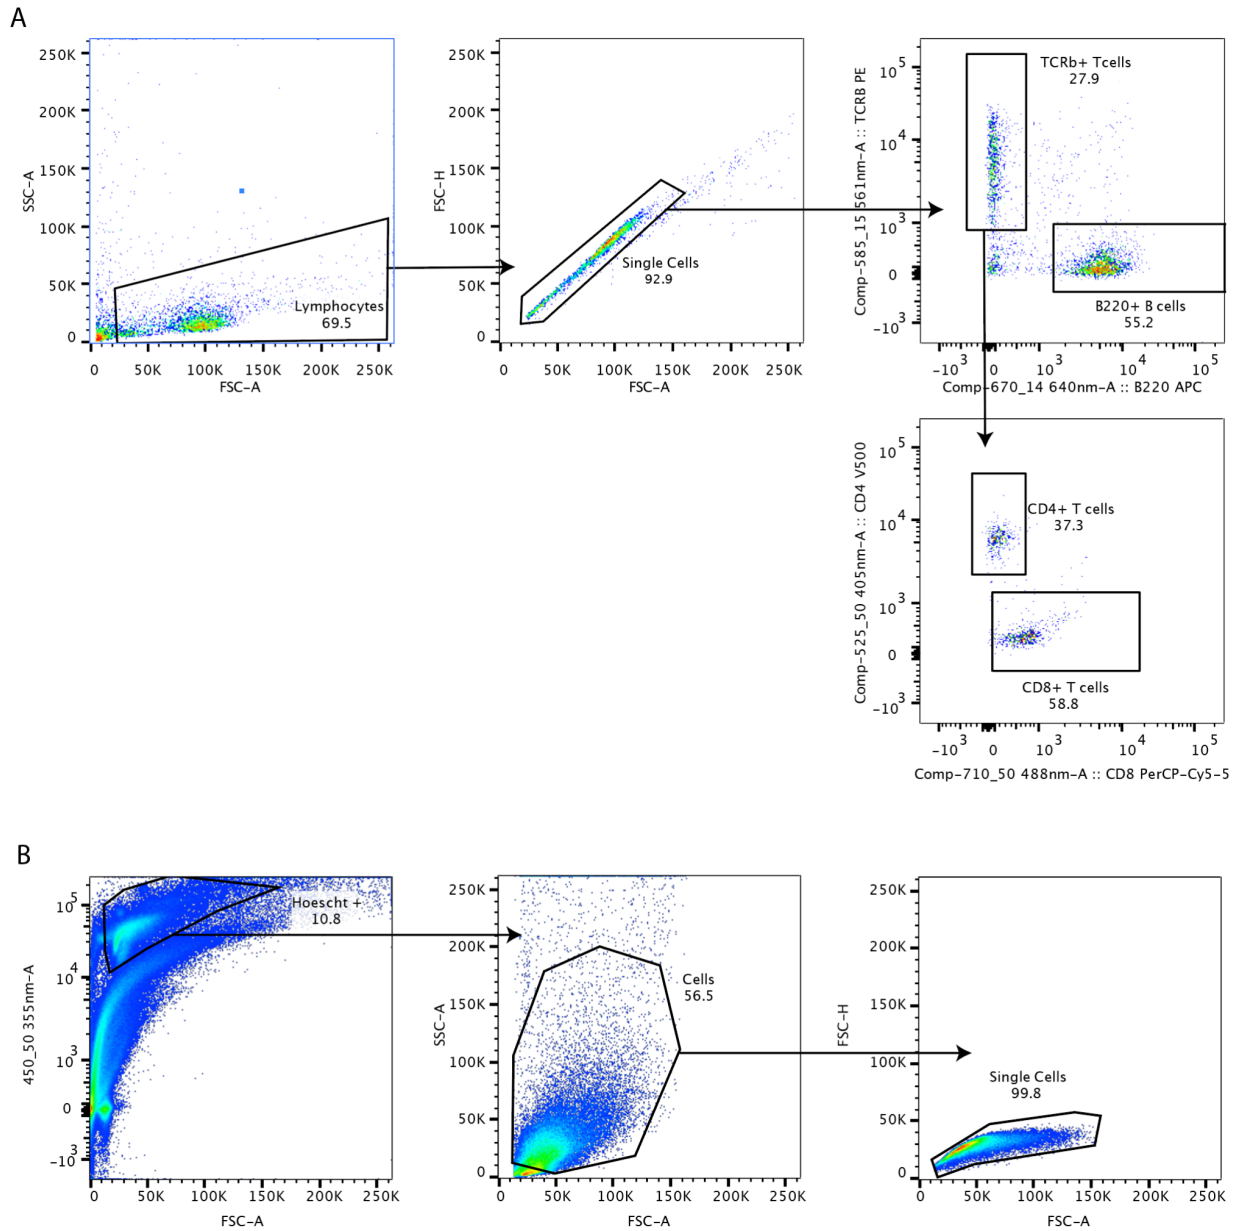

**Supplementary Figure 13: FACS sequential gating/sorting strategy.** Shown are the gating strategies to enrich for a) B220+ B-Cells, CD4+ T-Cells, and CD8+ T-Cells, and b) collection of single nucleated cells from blood.

# Supplementary material for: scEpiAge: an age predictor highlighting single-cell ageing heterogeneity in mouse blood
**Source:** Nat Commun. 2024 Aug 31;15:7567. doi: 10.1038/s41467-024-51833-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

# Description of Additional Supplementary Files

## **Supplementary Data 1**

**Description:** Details of collected peripheral blood samples from mice spanning ages from 10 to 101 weeks.

## **Supplementary Data 2**

**Description:** Number of genes expressed changes with age in the Tabula Muris Senis (The Tabula Muris Consortium et al., 2020) and OneK1K (Yazar et al., 2022) datasets. Statistics presented are derived from a linear model, testing the relation between the number of expressed genes and aging. Shown are the estimate, and standard error P values, T statistics and Q values of the associations. In the model we corrected for batch, cell type (if relevant) and sex.

A: Tabula Muris senis SmartSeq2 replicating tissues.

B: Tabula Muris senis 10X replicating tissues.

C: OneK1K replication information.

## **Supplementary Data 3**

**Description:** Ageing associated genes. Summary statistics of the age associations as derived from MAST. Shown are the statistics of both the continuous, discrete and integrated models. MAST derives its association statistics from a generalised linear model, we corrected for batch, and number of expressed features.

A: Genes differentially expressed with chronological age in CD8+ T cells.

B: Genes differentially expressed with chronological age in B cells, including replication information in scEpiAge in B cells.

C: Genes differentially expressed between 101 w old and younger in CD4+ T cells.

D: Genes differentially expressed between 101 w old and younger in CD8+ T cells.

E: Genes differentially expressed between 101 w old and younger B cells.

F: Genes differentially expressed with scEpiAge in CD8+ T cells.

## **Supplementary Data 4**

**Description:** Ageing associated genes enrichments. g:Profiler results of the B cell associated ageing genes, specifically for the genes increasing with ageing. g:Profiler uses a Fisher's one-tailed test.

### **SSupplementary Data 5**

**Description:** Age-related DNAm changes in both enhancers and promoters. To relate aggregated DNA-methylation levels to aging we used a linear model, correcting for mouse and sequencing depth, p-values shown are from a likelihood ratio test.

A: Enhancer results in CD4+ T cells.

B: Promoter results in CD4+ T cells.

C: Promoter results in B cells.

### **Supplementary Data 6**

**Description:** Details of all bulk data sets included

A: Sample information on the datasets used for the modelling epigenetic age for blood.

B: Sample information on the datasets used for the modelling epigenetic age for liver.

# Supplementary material for: scEpiAge: an age predictor highlighting single-cell ageing heterogeneity in mouse blood
**Source:** Nat Commun. 2024 Aug 31;15:7567. doi: 10.1038/s41467-024-51833-5
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Single cells - scM&T-seq  
scM&T-seq data was processed as described previously (DName: (Angermueller et al., 2016); RNA: (Linker et al., 2019)). scBS-seq data was processed as described previously; briefly, reads had 6bp removed on their 5'-ends to remove the random primed portion of the reads, and were also adapter- and quality-trimmed using Trim Galore (v0.6.7; options --clip\_r1 6). Trimmed reads were aligned to the bisulfite converted GRCm38 mouse genome using Bismark v0.22.3 in single-end mode (options: --non\_directional) (Krueger and Andrews, 2011). Methylation calls were extracted after duplicate reads had been removed (deduplicate\_bismark). scRNA-seq data was processed as described previously, briefly: the RNA-seq reads were adapter and quality-trimmed using Trim Galore (v0.6.7), and aligned to the GRCm38 mouse genome build using STAR (2.7.1a) (Veeneman et al., 2015), in two-pass mode. Expression quantification was performed leveraging FeatureCounts available in Subread 1.6 (Liao et al., 2019, 2014), and based on ENSEMBL version 96 (Cunningham et al., 2022).

Single cell quality control and normalisation  
scM&T-seq data was quality controlled pr level. On the DName side We removed cells with a low read depth (removing cells with < 1M reads), removed cells with a low unique number of mapping reads (cells with < 50,000 uniquely aligned reads are removed), and high non-CpG methylation levels (cells with non-CpG meth >20% are removed). This left a total of 853 high quality cells. For downstream analysis we mapped all CpGs to the forward strand and removed non-CpG or ambiguous methylation calls.  
Quality control of scRNA-seq data was performed using the SCATER package (McCarthy et al., 2017). Cells were retained for downstream analysis if they had at least 150,000 counts from endogenous genes, at least 1,500 genes with non-zero expression, less than 90% counts came from the top 100 highest expressed features and less than 15% mitochondrial reads. After quality control, 981 out of 1,055 blood single-cells were considered for downstream analysis. For further analyses, expression counts were SCRAN normalised into counts per million and log transformed (log(normCPM+1)).  
During our analysis we found that a proportion of cells had very high expression values for haemoglobin genes (Hbb-bt, Hbb-bs, Hba-a1, and

Hba-a2), leveraging the expression counts of these genes we estimated the number of red blood (RB) cells contaminating our expression level. The expression of the four genes formed distinctive peaks, around no expression, around 5 reads per gene per cell and around 10 reads per gene per cell. We combined the information over the marker genes and defined cells with on average 5 reads per marker per cell as having 1 RB cell as contamination (348 cells), and if on average more than 10 reads per marker per cell was found we defined it as 2 contaminating RB cells (69).

#### Cell type annotation

We leveraged a combined de novo and reference-based mapping setup to annotate cells to cell types. Specifically, for the de novo we leveraged shared-nearest neighbour (SNN) from Seurat, as input we used the first 10 PCs, derived from the top 2,000 highly varying genes that are expressed in at least 1% of the cells, the SNN clustering resolution was set to 0.5. This yielded 12 clusters. In parallel we performed a reference-based cell annotation, to do so we took the bulk RNA-seq data from the haemopedia resource (de Graaf et al., 2016). The resource contains Bulk RNA-seq data of 57 different flow sorted mouse blood cell types, originating from 13 different cell lineages and are derived from healthy mice. The raw data was reprocessed with the same pipeline as our single cell data, see above. From this we simulated single cells leveraging Splatter (Zappia et al., 2017), expression counts were taken from the bulk data, other parameters needed for the simulation were derived from the actual sc-RNAseq data. By leveraging SingleR (Aran et al., 2019) we subsequently annotated the individual cells to the best matching simulated single cells from Haemopedia and annotated them to the relevant cell type. Lastly, we combine the information from SNN and SingleR and do a majority vote per cluster to assign final cell types per cluster and thereby cells. We leveraged the cell type annotation derived from RNA also in the DNAm analyses. Given the low cell numbers we focused the cell type specific analysis to B cells, CD4+ T cells (EffCD4T, MemCD4T, NveCD4T, RegT), and CD8+ T cells (MemCD8T, NveCd8T).

#### Bulk RRBS data processing and normalisation

RRBS and WGBS datasets were processed as described previously (Stubbs et al., 2017; von Meyenn, 2022), aligning reads to the bisulfite converted GRCm38 mouse genome using Bismark v0.22.3 (Krueger and Andrews, 2011). After mapping we transformed the DNAm calls to the forward direction and removed non-CpG or ambiguous methylation calls.

We performed per tissue (liver and blood) and dataset (Petkovich; Reizel; Meer; Thompson; Gravina; Babraham\_p1, Babraham\_p2, Babraham\_p3) quality control. To do so we selected sites that had at least 5X coverage in 80% of the samples, we dropped samples with high missingness rate (>25%) and subsetted per dataset tissue combination to sites present in all samples. Based on this set we did a PCA, again per dataset tissue combination, and dropped outliers on PC1 and PC2, we defined outliers as samples with scores higher (or lower) than mean plus (or minus) two times SD on each of the two PCs.

#### Data analysis

Code (clock): <https://github.com/EpigenomeClock/scEpiAge>

Code (study): <https://github.com/EpigenomeClock/scAgingPaper>

#### UMAP on expression and DNAm

To get an overview of the global structures in both the gene expression data and the DNAm data we used UMAP (McInnes et al., 2018). On expression we used the top 5,000 most highly variable genes and use the "runUMAP" function from the SCATER (McCarthy et al., 2017) package with parameters "n\_neighbors=8, min\_dist=1" to make the UMAP plots (Fig 1c & 1d). On DNAm we joined the information on DNAm levels on promoters and enhancers, given the sparsity we removed regions with observations in less than 80% of the cells. Next we used the "imputePCA()" function from the missMDA (Josse and Husson, 2016) package to impute the missing information. Subsequently we selected the 25% most variable regions and made a UMAP on the 15 first PCs (Suppl Fig 1a & 1b).

#### Tissue cell composition analysis

To test for effects of age on cell type composition we used propeller (Phipson et al., 2022), implemented in the Specle R package. We transformed the proportions using the logit function, leveraging "getTransformedProps()" and used the "propeller.anova()" function to test for the effect of age, and correct for multiple testing.

#### Differential expression analysis

We performed differential gene expression analysis leveraging MAST in the three major cell types (B-cell, CD4+ and CD8+ T-cells). Age, or epigenetic age, was used as a continuous variable and we treated, number of expressed genes, mouse ID, and Haemoglobin contamination as covariates. For T-cell analysis we also took sub-celltype proportion into account. For each of the three test cell types we filtered to: 1) protein coding genes, 2) genes expressed in at least 25% of the cells, selected the genes with a high biological variation (by measuring the "modelGeneVarByPoisson" function implemented in SCRAN (Lun et al., 2016) (var>1)), 3) and lastly only tested genes that are expressed in at least 5 cells in at least 2 distinct age groups. Additionally, we tested for a binary effect of ageing between the ages lower than 101 weeks versus the 101 week old cells.

The MAST model implements a hurdle model that combines information from two tests, a continuous model (for cells with non-zero expression levels), and a binary model (testing expressed vs not expressed). The effect sizes of the continuous and discrete part of the model are then combined to give one final output. We filtered these to not have significant results (nominal P<0.05 but in opposite direction between the tests) and performed Storey's Qvalue to account for multiple testing. Significance was defined at 10% FDR.

#### Ageing affects numbers of genes expressed in mouse

To test the relation between age (and epigenetic age) and the number of genes expressed we used a linear model, implemented in R. For the test in our ageing mouse blood data we treated age as a binary variable (old: 101 weeks, young < 101 weeks) and corrected for number of expressed genes, cell types, and Haemoglobin contamination, unless otherwise specified.

For replication in the Tabula Muris data we mimicked the binary analysis testing ages lower or equal than 77 weeks versus ages higher than or equal to 101 weeks. Here again we corrected for the number of sequenced reads, and if appropriate corrected for sex. For the replication in the human PBMC data we matched these age criteria by selecting individuals below or equal to 55 years as young (roughly matching the 77 weeks in mouse), and assigned individuals over 64 years of age as old (roughly matching the 101 weeks age in mouse). In oneK1K we corrected the number of genes expressed for the number of sequenced reads, material batch, and sequencing pool.

#### Differential methylation analysis

We performed the single cell differential DNAm analysis leveraging a generalised linear mixed effect model (GLMM) implemented in lme4 (Bates et al., 2015) and R. We leveraged a binomial link function to capture the binary nature of single cell DNAm data, and leveraged the random effect to capture the effects driven by mouse. In this setup we tested for differentially methylated regions (DMRs) in enhancers and

promoters, in the three major cell classes (B, CD4+ T and CD8+ T cells). We tested regions with DNAm information in more than 25% of the cells per cell type. The enhancer and promoter information was derived from UCSC.

To associate DNAm levels at CpG-island and repeat regions to ageing we combined all CpG sites in the relevant region category, covered in at least one cell of each of the donor mice. To assess the effect of age on the overall methylation levels we used a spearman rank test. To replicate this finding in the bulk data we selected these same sites, per category, and tested for the same effect in the sorted blood data, again using a spearman rank test.

#### Modelling epigenetic age

To build an epigenetic clock that is able to deal with sparsity better as compared to standard elastic net regression models we leverage a direct distance-based model similar to the Trapp et al model and similar to genetic prediction models. We built these models based on the data of the Quality controlled RRBS samples as described above, the selection for CpGs is done independent from the QC procedure described above.

#### Building the expected age - methylation matrix

The first step we took was to build up an expected methylation versus age matrix. To do so we combined published bulk RRBS blood (or liver) datasets, specifically new Babraham RRBS samples, GSE93957 (Stubbs et al., 2017), GSE80672 (Petkovich et al., 2017), GSE60012 (Reizel et al., 2015), GSE121141 (Meer et al., 2018), and GSE120137 (Thompson et al., 2018) and reprocessed the raw data as described above. Next we select CpG sites that are covered in at least 2 studies, have at most 25% missingness per covered dataset, and 33% maximum overall missingness in the combined study. In the blood dataset we included the pseudo bulked single cell data to inform the site selection on non-RRBS data. This leaves 366,250 CpG sites in blood and 753,296 CpG sites in liver.

After this initial selection we calculate per datasets and per CpG site a spearman correlation with age, we filter out CpGs with inconsistent correlation signs between datasets and combine this information by taking the average. For blood we again included the pseudobulked single cell data to filter for opposite effect signs, but they are not contributing to the eventual site selection. Subsequently we rank this list from highest to lowest absolute age correlating sites and prune this list for correlated sites. We do so by comparing the absolute correlation to age of sites within 5,000 bases from each other and if the age association is similar (absolute delta <0.1) then we only keep the top age associated site. The sites that are pruned away for the main age association but are kept as back-up sites, that can be used when the main associated site is not available in a test sample. For the independent age associated sites we then built up the methylation versus age matrix. To do so we model DNAm per site given age, using a binomial model, and take the dataset of origin as a 1-hot encoded fixed effect covariate along. We fit this model three times, once with linear age, once with log age and once with square root of age, to account for non-linearities that age has with DNAm values. We selected the best transformation per site based on the residual variation after fitting the GLM. Leveraging these models per CpG we can calculate the DNAm values per age, and correct these for observed dataset effect, here we chose to only model one week higher and lower as compared to observations in our combined training set.

#### Predicting ages for new samples or cells

To model ages of new samples or cells we select the overlapping sites between the clock sites and a new sample and compare the DNAm levels, similar to the procedure outlined in Trapp et al. With one minor difference, we directly calculate the absolute difference between the given DNAm value and the expected values, and sum the log difference. This generalises the procedure proposed by Trapp et al to also work on continuous DNAm profiles as observed in bulk data.

Lastly, we used cross validation to select the number of age associated DNAm to us when predicting epigenetic ages. During cross validation we used stratified folds based on dataset and cell type (if relevant) and dataset. We tested 50, 100, 250, 500, 750, 1000, 1250, 1500, 1750, 2000 sites for training, and found that 750 sites was optimal for both the blood and liver model.

#### Significance of the age deviation

To determine if an age prediction was significantly different from the expected chronological age we matched the real data to simulations matching the input cell and age. In detail, we select the predicted methylation profile matching the age of the cell, and select the sites that are covered in the cell of interest. From this we then simulate 1,000 single cells, which when combined match the expected methylation profile derived from the expected matrix for the exact same sites covered in a cell of interest. Subsequently we predict the ages of these simulated cells and can place the age prediction of the cell of interest in the distribution of random predictions. Based on this we can calculate if the real cell is an outlier in terms of age prediction, defined as less than 5% of the permuted predictions are higher, or lower than the real prediction (empirical FDR 5%).

#### Enrichment analyses

To test for gene set enrichment analyses we leveraged g:Profiler (Reimand et al., 2007), when assessing enrichments for DNAm we mapped promoters and enhancers to the closest gene and did the enrichment via g:Profiler. When leveraging g:Profiler we made sure the backgrounds are matched to the tested genes, instead of the default whole genome background.

To test for CpG enrichments in the epigenetic clocks we leveraged a fisher exact test. We selected all considered sites in the clocks (scEpiAge-blood, scEpiAge-liverclock, or the Stubbs clock) as a background and counted the number of times a site would be within any of these categories (CpG islands, CGI shores, CGI shelves, CGI inter, FANTOM5 enhancers, Repeats, Gene bodies, lncRNAs, CDS, Introns, Exons, Intergenic regions, 3' UTRs, 5' UTRs, TES, TSS, Promoters, CGI Promoters, Non-CGI Promoters), stratifying for a selected clock site or a background site. The MM10 annotation was derived from UCSC.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data: GSE225173 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE225173>)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

3 animals per age and approx 100 single cells per animal.

Data exclusions

No data exclusion was done - except for sequencing datasets that did not fulfill the QC as outlined in the manuscript.

Replication

All data was used for the analysis. For each time point / age we used 3 animals

Randomization

No randomization was done.

Blinding

No blinding was done.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involvement in the study                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

|                                     |                                                    |
|-------------------------------------|----------------------------------------------------|
| n/a                                 | Involvement in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-mouse TCR $\beta$ chain (clone H57-597; Biolegend #109207), anti-mouse CD4 (clone GK1.5; Biolegend #100449), anti-mouse CD8a (clone 53-6.7; Biolegend #100759) and anti-mouse B220 (clone RA3-6B2; Biolegend #103211). All antibodies were used at a dilution of 1:300. |
| Validation      | These are routinely used Antibodies by many immunological research groups and have been validated beforehand in the lab and by colleagues.                                                                                                                                   |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                     |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice were bred and maintained in the Babraham Institute Biological Services Unit (BI BSU) under Specific Opportunistic Pathogen Free (SOPF) conditions. C57BL/6 J mice (supplied by Charles River Laboratories) were imported into the BI BSU by embryo transfer and bred there (/BabR) as a SOPF colony in plastic film isolators. |
| Wild animals            | N/A                                                                                                                                                                                                                                                                                                                                 |
| Reporting on sex        | All animals were male.                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | N/A                                                                                                                                                                                                                                                                                                                                 |
| Ethics oversight        | This research complies with all relevant ethical regulations. Animal experiments were performed according to the UK Animals (Scientific Procedures) Act 1986 and approved by the Babraham Research Campus Animal Welfare and Ethical Review Body.                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

## Sample preparation

Sorted immune cell types (CD4+, CD8+ T-cells, and B220+ B-cells) were collected from the same animals used in the Stubbs et al study 5. Briefly, samples were incubated with anti-mouse TCR  $\beta$  chain (clone H57-597; Biolegend #109207), anti-mouse CD4 (clone GK1.5; Biolegend #100449), anti-mouse CD8a (clone 53-6.7; Biolegend #100759) and anti-mouse B220 (clone RA3-6B2; Biolegend #103211). All antibodies were used at a dilution of 1:300. Cells were then washed once in PBS with 0.5% BSA, and flow sorted (BD FACSAria III cell sorter) directly into RLT plus lysis buffer (Qiagen #1053393).

Blood samples for single cell analysis were collected and directly processed. Red blood cells were lysed using 2 rounds of red blood cell lysis (RBC Lysis Buffer, Roche #11814389001), followed by 3 rounds of washes with PBS with 0.5% BSA. Cells were then stained with Hoechst 33342 (Thermo Fisher Scientific #H3570) and flow sorted (Supplementary Fig. 13b) into 96 well plates containing 2.5ul of RLT plus lysis buffer (Qiagen #1053393).

## Instrument

BD FACSAria III cell sorter

## Software

BD FACSAria III cell sorter software

## Cell population abundance

Indicated in the plots

## Gating strategy

Lymphocytes were gated based on forward and side scatter, then gated on singlets. T-cells were selected by gating for TCR $\beta$ + and then gating for CD4+ or CD8a+. B-cells were selected by gating for TCR $\beta$ - cells and then gated for B220+ cells.

Single cells were gated on Hoechst+, FSC-A vs SSC-A and then FSC-A vs FSC-H to ensure nucleated single cells were deposited in each well.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

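The data are RNA counts of single blood cells of 11 mice of 4 ages, made by scM&T-seq. According to the methods, the authors trimmed the reads, mapped them with STAR to GRCm38 and counted them per gene with featureCounts on Ensembl 96, and the counts are as deposited by the authors, without normalization. A check of the values found whole numbers with a different total in every cell. The table holds 38788 genes, all found among the 55536 genes of the annotation, 19395 of them protein-coding, and 1055 cells. Methylation values were not used here, apart from the predicted age of each cell that the authors give.

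Mouse, cell type, red blood cell contamination class and predicted age were taken from Supplementary Data 1, which lists 1011 cells, by cell identifier, and cells without a cell type (3) were left out of analyses by type. The names of the raw read files, as made by the authors, hold a number read here as the lane, the mouse and the plate of each cell, and mouse and plate are the same as in Supplementary Data 1. The counts per cell correlate with those of Supplementary Data 1 at r = 0.999831 and lie a median of 1120 counts and 56 genes above them. The quality filters of the paper were applied to all 1055 cells only to count the cells that pass, and the cells listed in Supplementary Data 1 were used for the rest.

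The mouse was the replicate in every comparison. Per-mouse values were compared between 101 weeks and the 8 younger mice by exact permutation tests, and correlated with age by permutation tests with 100000 resamples, or all orders where there were fewer. Differences within mice were tested by sign-flip permutation. All tests are two-sided. Genes detected per cell were counted after a random draw of 150000 counts per cell, which every analysed cell reaches. For gene tests, counts were summed per mouse and cell type over mice with at least 3 cells, normalized with TMM in edgeR and tested with its robust quasi-likelihood test, as a slope on age, given per 10 weeks, or as 101 weeks against the younger mice. The threshold was a Benjamini-Hochberg adjusted p of 0.1. Tested genes were protein-coding and detected in at least 25% of the cells of the type, and in at least 5 cells at 2 or more ages. The ribosomal set was tested with limma's camera and fry and by permuting ages over mice.

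Genes named in the text are those that the paper names from its RNA data, the 3 genes with a hurdle FDR under 10% in the CD8 sheet of Supplementary Data 3, the first 10 genes by hurdle p in its B-cell age sheet, and up to 5 genes in each direction with the smallest p past the threshold of each test. Of the sheets, the CD8 age sheet was used in full and the B-cell age sheet in part (1010 genes), and the others were not used here. Receptor and Y-linked genes were chosen after the values of the other results were seen.

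The alternatives were other normalizations (DESeq2 on the same sums, its size factors in edgeR), another filter or none beyond 1 count, limma on the mean over cells of log2(CPM + 1), covariates, cells without hemoglobin counts, mice with at least 10 cells, other depths and count minimums, and each mouse left out in turn. They were set before the data were examined, apart from those on the lane, on nuclear counts, on cells with counts on markers of another lineage and those of the difference between CD8+ T-cells and B-cells. The gene tests and the detection test were also tested on simulated data with 200 changed genes. In the gene tests, 6.45 to 8.25% of the called genes were false. The detection test calls no single genes, and 49.6% of its unchanged genes were found higher.

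Tools were R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and glmnet 4.1.10, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, statsmodels 0.14.6 and matplotlib 3.10.9. The seed was 20240831.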

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

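The tests of the plate, of the log2 ratio, of RNA from other wells, and those without the Trbv19 cells or without mouse 2 were chosen after the results were seen. Dixon's test was applied to 25 groups of per-mouse values, the younger mice alone in all but 1, and marked 0 mice; the 3 mice of 101 weeks are too few for it and were not tested, mouse 2 among them.

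The difference between 101 weeks and the younger mice in genes detected per cell differs between cell types. It was larger in CD8+ T-cells than in B-cells by 361.9 genes (exact permutation test of the difference, p = 0.0121, the smallest p that 3 mice against 8 allow). CD4+ T-cells against B-cells gave 205.5 genes (exact permutation p = 0.0606). It was 204.3 genes without the 17 Trbv19 cells of mouse 2 described below (exact permutation p = 0.158), 393.8 without mouse 2 altogether (exact permutation p = 0.0444, the smallest possible there) and 105.2 as the residual of a linear model on counts, cell type and contamination class (exact permutation p = 0.0606). The log2 ratio of CD8+ T-cells to B-cells was 0.133 higher at 101 weeks (exact permutation p = 0.0242), but 0.0541 without the Trbv19 cells (exact permutation p = 0.436) and 0.151 without mouse 2 (exact permutation p = 0.0444), so a change in the share of genes and one in their number cannot be told apart. Memory CD8+ T-cells against B-cells gave 296.9 genes (exact permutation p = 0.0121), but 112.1 without the Trbv19 cells (exact permutation p = 0.448) and 310.4 without mouse 2 (exact permutation p = 0.0444). The memory share of CD8+ T-cells was 87.1% at 101 weeks and 54.9% in the younger mice (exact permutation p = 0.0970), so a shift from naive to memory cells cannot be told apart from a change within memory cells. Age and plate cannot be told apart for the difference within each type, because 0 plates hold more than 1 mouse. An effect of age on CD8+ T-cells beyond that on B-cells stays open, as untested on other mice.

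Receptor genes, which the paper does not report on, hold a signal in CD8+ T-cells. Trbv19 (chromosome 6, 41178375 to 41179048) had the most counts among Trbv genes in 17 of the 28 CD8+ T-cells of mouse 2 of 101 weeks with a leading Trbv gene, out of 29 CD8+ T-cells (60.7%, exact Clopper-Pearson interval 40.6 to 78.5%, counting error only), against 14 of the 140 with a leading Trbv gene (10%), out of 149, in the other mice. These cells had a median of 665 counts on it, from 169 to 1780. RNA from other wells of the plate is argued against, since 0 of 48 B-cells of the mouse had a count on Trbv19, which allows a share of up to 6.25%. Of the 17 cells, 13 had a leading Trav gene, which was Trav12n-3 in 10 (76.9%), and 12 of 17 cells had any count on it, against 3 of 14 Trbv19 cells of other mice and 0 of the 11 CD8+ T-cells of mouse 2 with another leading Trbv gene. Trbj2-1 had counts in 17 of 17 cells, against 7 of 14 Trbv19 cells of other mice and 1 of the 11 cells with another gene. It led in only 8 of the 17, with 8 different leading Trbj genes. Traj7 had counts in 8 of 17 cells, against 1 of 14 and 1 of 11, and led in 4 of 8 cells with a leading Traj gene. Whether the cells are 1 expanded clone or several cannot be told apart from leading genes alone, since the junction sequences were not analysed here. One clone may account for most of them, as a hypothesis. All 17 were memory cells, against 8 of those 11. Pairs of CD8+ T-cells of a mouse shared the leading gene in 37.6% in mouse 2, but in 6.06% in mouse 3 and 4.76% in mouse 1, the other mice of 101 weeks, against 4.55 to 9.09% in the younger mice. The mean was 16.1% at 101 weeks and 5.94% in the younger mice, a difference of 10.2 percentage points (exact permutation p = 0.339), so clones that expand with age cannot be told apart from a trait of 1 mouse with 3 mice of 101 weeks.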

How the results depend on the processing

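The alternatives on the lane, on nuclear counts, on cells with counts on markers of another lineage, and those of the difference between CD8+ T-cells and B-cells were chosen after seeing the data. No paired analysis was possible because the ages come from different mice and share no replicate numbers. Over 57 results and 1082 alternatives, 815 kept direction and side of the threshold or stayed within the spread, 155 were weaker, 8 stronger, 65 moved and 39 reversed. Unless a reason is given, the cause was not tested.

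Direction and side of the threshold were kept by all alternatives run for cells passing quality control (981 to 993 cells), the B-cell share (r of 0.323 to 0.707, 0.265 to 0.574 with each mouse left out, and 0.220 without both mice of 10 weeks), the neighbours of the same cell type, Rpl36a with predicted age (-0.146 to -0.0222, and -0.141 to -0.0077) and the staged model, whose change in error did not pass the threshold under any (-8.65 to -0.962 weeks, and -11.5 to -7.18). The smallest change, -0.962 weeks, is against an elastic net on the predicted age alone. The naive T-cell share was kept by the alternatives set beforehand and within lane 2 (r of -0.939 to -0.731, and -0.888 to -0.743 with each mouse left out), but r without both mice of 10 weeks was -0.641 (exact permutation p = 0.0702). The ribosomal set kept its direction (median slope 0.024 to 0.052, and 0.033 to 0.052) and its side in limma's camera with the preset correlation. With the correlation estimated from the data, limma's camera p was 0.117 with the hemoglobin covariate, 0.0628 in class 0 cells, 0.226 within lane 2 and 0.0994 for 101 weeks against younger, and up to 0.132 with 1 mouse left out, over 0.05 without mouse 12, 24, 15, 3, 1 or 2. With each mouse left out, genes detected stayed past the threshold in all cells (359.8 to 475.1), B-cells (370.6 to 418.9), CD4+ T-cells (519.4 to 667.2) and CD8+ T-cells (736.9 to 795.5), as did the share found in more B-cells among the genes that differed (86.0 to 89.1%).

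Genes detected against 77 weeks only differed by 417.2, 430.6, 569.6 and 675.3 genes in all cells, B-cells, CD4+ T-cells and CD8+ T-cells, and within lane 2 by 423.7, 383.8, 626.9 and 764.8, and the detection share within lane 2 was 85.5%; fewer mice leave no split with a p under 0.05 there. The excess of CD8+ T-cells over B-cells was 204.3 genes without the Trbv19 cells of mouse 2, 105.2 as the residual of a linear model, 244.7 against 77 weeks only and 380.9 within lane 2, none of them past the threshold, and 327.5 to 393.8 with each mouse left out. The CD4+ T-cell share gave a Spearman's rho of -0.548 and a range of -0.787 to -0.582 with each mouse left out, past the threshold no longer without mouse 12 (-0.582), mouse 3 (-0.616) or mouse 1 (-0.605). The CD8+ T-cell share gave 0.126 points for 101 weeks against younger, and -0.422 to 0.217 with each mouse left out, positive without mouse 12 (0.217) or mouse 1 (0.0653), and r was 0.349 without both mice of 10 weeks. For the older class in 101-week mice, no p under 0.25 is possible with 3 mice, so its side of the threshold was fixed. With 5000 variable genes the neighbour ratios were 1.71 for age and 2.10 for mouse. For the older class in all mice, B-cells alone gave 59.8 genes (exact permutation p = 0.0469) and the within-mouse Spearman correlation -6.27e-05, with 19.7 to 76.4 genes with each mouse left out. Over all T-cells, Ttn gave 0.0243 (in CD8+ T-cells -0.0855 to 0.0287 with each mouse left out, positive only without mouse 21, 0.0287) and Txnip -0.0323 (0.0222 to 0.137). The hemoglobin share gave -0.659 by Spearman, -0.810 with the median and -1.95 points for 101 weeks against younger (exact permutation p = 0.0121). With each mouse left out, its r was -0.676 to -0.375, past the threshold only without mouse 22 (-0.676). Without both mice of 10 weeks, r was -0.202.

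Counts of genes moved with the method. For age in B-cells, DESeq2 gave 19, no filter 259, limma 30 and the lane covariate 1 (0 to 1 with each mouse left out, 1 without mouse 24); for 101 weeks in B-cells, DESeq2 gave 56 and limma 378 (0 to 2; 2 without mouse 24, 1 without mouse 22). For age in CD4+ T-cells, DESeq2 gave 62, filterByExpr 3, no filter 548, the hemoglobin covariate 1, class 0 cells 4, limma 171, and the covariate of genes detected, mice with at least 10 cells, lane 2 and the lane covariate 0 each (0 to 9; 0 without mouse 24 or 1, 2 without mouse 14, 21 or 2, 3 without mouse 15 or 3, 4 without mouse 11 or 23). For 101 weeks in CD4+ T-cells, DESeq2 gave 85, filterByExpr 4, no filter 69, the hemoglobin covariate 0, the covariate of genes detected 1, class 0 cells 0 and limma 336 (0 to 39; 20 without mouse 3, 13 without mouse 1, 39 without mouse 2, 1 without mouse 12, 11, 15 or 23, 0 without mouse 24, 14, 22 or 21). For age in CD8+ T-cells, DESeq2 gave 46, filterByExpr 3, no filter 626, limma 131, and the covariate of genes detected, class 0 cells, mice with at least 10 cells and lane 2 gave 0 each (0 to 4; 0 without mouse 24, 3 or 1, 2 without mouse 21 or 2, 4 without mouse 11). For 101 weeks in CD8+ T-cells, DESeq2 gave 38, no filter 3 and limma 367, and 0 with each mouse left out. The test for 101 weeks in CD4+ T-cells with at least 10 cells per mouse was not run, since no mouse of 101 weeks has as many, and the test for age with that minimum holds only the mice of 10 to 77 weeks.

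Reversed slopes with the covariate of genes detected were Junb -0.017, Zfp317 -0.0088, BC005624 -0.015, Uqcrc1 0.064, Dcaf1 -0.27 and Txnip -0.089, and Nfia at 101 weeks -0.68. Class 0 cells gave BC005624 -0.012, Uqcrc1 0.092 and Ociad1 0.13, limma Uqcrc1 0.20, Dcaf1 -0.018 and Ociad1 0.15, lane 2 Ociad1 0.012, and the hemoglobin covariate Dcaf1 -0.084. At 101 weeks, limma gave Uqcrc1 0.50, and the hemoglobin covariate Dcaf1 -0.31 and Ociad1 -0.25. With each mouse left out, Zfp317 ranged from -0.0085 to 0.079, BC005624 from -0.026 to 0.052, Uqcrc1 from -0.071 to 0.046, Dcaf1 from -0.020 to 0.049 and Ociad1 at 101 weeks from -0.023 to 0.52.

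What depth limits was not tested apart from the number of cells and the spread between mice. With 200 genes changed by a log2 value of 2 in simulated data, 85.5 and 96% were recovered in B-cells for age and for 101 weeks, 28 and 41% in CD4+ T-cells, and 29 and 44.5% in CD8+ T-cells.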

Differences from the paper's values

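In the gene tests, the paper's model took cells as replicates, with the mouse, the number of expressed genes and hemoglobin contamination as covariates. The values here take the mouse as the replicate, and the main fits hold no covariate. The paper also kept only genes of high biological variation and adjusted with Storey's q-value, and neither was done here. How much each of these adds to the differences was not measured. For T-cells, the paper's model also accounted for the proportion of subtypes, and the fits here did not. The alternatives named were set before the data were examined, except those on the lane. Values are said to differ when one is more than 1.5 times the other, and counts are compared without regard to which genes they hold.

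For genes changing with age in CD4+ T-cells, the paper gives 0 and the value here is 9. The covariate of genes detected and leaving out mouse 24 or mouse 1 give 0. Mice with at least 10 cells also give 0, but none of these is of 101 weeks, so that 0 covers only 10 to 77 weeks. Lane 2 only and the lane covariate, chosen after seeing the values, also give 0 and drop 0 of the paper's called genes, which number 0 here. The other alternatives differ from the paper's value. In CD8+ T-cells, the paper gives 3 and the value here is 1. FilterByExpr (3), without mouse 11 (4), without mouse 21 (2) and without mouse 2 (2) do not differ, and the others do. Of the paper's 3 genes, 0 are called in CD8+ T-cells under any setting. In B-cells, the paper gives 97 and the value here is 0 (149 at an unadjusted p under 0.05 in edgeR), and all alternatives differ. DESeq2 calls 4 of the 97 (Ly6a, Ppp1ca, Zfp36l2, mt-Nd1), limma 5 (Ahnak, Dnaja1, Rpl27, Slc38a2, Wsb1) and edgeR without the filter 4 (Cbl, Rps6, Zfp36l2, mt-Nd1).

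For 101 weeks against younger mice in CD4+ T-cells, the paper gives 1 and the value here is 2. The covariate of genes detected and leaving out mouse 12, 11, 15 or 23 give 1, and the others differ. In CD8+ T-cells, the paper gives 2 and the value here is 0 (114 at an unadjusted p under 0.05 in edgeR). Only edgeR with no filter beyond 1 count (3) does not differ. For B-cell genes exclusive to this comparison, the paper gives 57 and the value here is 0 (152 at an unadjusted p under 0.05 in edgeR). DESeq2 (47) does not differ and the others do, limma among them (351); DESeq2's 56 genes for 101 weeks were 18 higher and 38 lower, and the paper's 57 genes were not compared by name here. For this comparison, DESeq2 calls 11 and limma 34 of the paper's 97 age genes.

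For cells per lane, the paper gives 384 and the value here is 644 for lane 2 and 411 for lane 1, where a number in the names of the raw read files was read as the lane, a reading that these counts leave uncertain; no alternative was run.

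The paper found no significant change of cell type shares with age, and here the CD4+ T-cell share had r = -0.676 (adjusted permutation p = 0.0362, lower in 3 of 3 mice of 101 weeks than in every younger mouse) and the naive share r = -0.786. The paper states that cells do not segregate by age or animal, and here neighbours shared age 1.44 and mouse 1.62 times as often as chance. With 50 principal components, these ratios were 1.27 and 1.38. In all values here that use the predicted age, the paper's filter on covered methylation sites was not applied, so the sets of cells may differ. The paper lists Ttn among genes that change with epigenetic age in CD8+ T-cells, and here its correlation was -0.0445, with 5 of 10 mice negative (permutation p = 0.682). The paper states that Txnip is lower at higher epigenetic age, and here its mean correlation was 0.0855, positive in 7 of 11 mice (permutation p = 0.391), and -0.0323 over all T-cells, the paper's direction. The paper reports a better error with the staged model, and here the error per mouse was lower in 9 of 11 mice but with a permutation p of 0.171. The paper reports more genes in cells of older epigenetic age, and within 8 mice the difference here was 41.2 genes, positive in 6 of 8 mice (exact permutation p = 0.469), but in 3 of 8 without the draw to an equal depth. The direction of the mean is the paper's, B-cells alone gave 59.8 genes (exact permutation p = 0.0469), and the mice of 101 weeks gave 126.8 genes, positive in 3 of 3 (exact permutation p = 0.25, the smallest possible). In the sheet for B-cells, 65 of the 97 genes have a positive fold change, and the paper's text gives 1 more. In the CD8 sheet, the mean and detection columns equal the values over 329 CD4+ and CD8+ T-cells together for 1737 of 1737 genes, not those over 178 CD8+ T-cells. Whether the paper's test also held all T-cells is not known, so the genes of that sheet may have been compared over unlike cells.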

Other observations

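The tests of lane, plate and mixed cells, the depth test of hemoglobin counts, both tests of the ribosomal set and the other splits of the mice were chosen after the results were seen. For genes detected per cell, the depth value is that of the main setting. Cells without hemoglobin counts were an alternative set before the data were examined. The lane is a number in the names of the raw read files, and the tests of it hold only if that reading is right.

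More genes were detected per cell at 101 weeks. Depth is argued against, with 429.4 genes left after each cell was drawn to the same depth. Hemoglobin RNA is argued against by 432.5 genes in cells without a hemoglobin count. A few genes taking most of the counts are argued against by 396.7 genes without the 100 genes with most counts (exact permutation p = 0.0121). B-cells and T-cells in the same well are argued against by 409.6 genes without cells with counts on markers of another lineage (exact permutation p = 0.0121). T-cells were left out only for B-cell markers, so T-cells mixed with NK cells, monocytes or other T-cells were not tested. The lane is argued against by 423.7 genes within lane 2 and by mouse 14, whose cells of both lanes had 2175 and 2217 genes. Among CD8+ T-cells, memory cells replacing naive cells are argued against by 692.4 genes within memory cells (exact permutation p = 0.0121). Genes detected in CD4+ T-cells were not split by subtype, so such a shift stays open there. The plate cannot be told apart from the mouse and its age, since 0 plates hold more than 1 mouse. Age stays open as an untested explanation.

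Fewer cells had hemoglobin counts at 101 weeks. Depth is argued against by a difference of -45.7 percentage points after the draw (exact permutation p = 0.0121), and the lane by a correlation with age of -0.879 within lane 2 (exact permutation p = 0.0159). The plate cannot be told apart from age, again with 0 plates of more than 1 mouse.

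For the number of genes past the threshold, 100 other splits or orders of the mice were drawn, the real one included. For the counts of 0 for age and for 101 weeks in B-cells and for 101 weeks in CD8+ T-cells, every split is as large (100, 100 and 100), so this test says nothing about them. Chance cannot be excluded for the count of 2 for 101 weeks in CD4+ T-cells (9). It is argued against, but not excluded, for the counts of 9 for age in CD4+ T-cells (1) and of 1 for age in CD8+ T-cells (1). Only 100 orders were drawn, and both counts were 0 without mouse 24 or without mouse 1.

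For the ribosomal set in B-cells, genes that move together as the whole cause are argued against by the correlation with age permuted over mice, 0.708 (permutation p = 0.0193), which was 0.473 without the mice of 10 weeks (exact permutation p = 0.205). For 101 weeks against younger, the mean log2 CPM of the set relative to the other genes differed by 0.25 (exact permutation p = 0.0727). The lane cannot be told apart from age with 7 mice on lane 2. The median slope was 0.031 within lane 2, where limma's fry p was 0.0622 and its camera p 0.226 with the correlation estimated, and 0.035 with the lane as a covariate, where these were 0.00509 and 0.0374. With the hemoglobin covariate, they were 0.0457 and 0.117 in limma.

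Clones of B-cells that expand with age were tested as a hypothesis. Pairs of B-cells of a mouse shared the leading Ighv gene in 2.34% at 101 weeks and 1.79% in the younger mice, a difference of 0.546 percentage points (exact permutation p = 0.279), so clones cannot be told apart from none with 3 mice and leading genes alone. Loss of the Y chromosome with age was tested by B-cells without counts on Ddx3y, Eif2s3y, Kdm5d and Uty. Their share was lower at 101 weeks by -12.8 percentage points (exact permutation p = 0.0364; -12.1 after the draw, p = 0.0727). Since more genes are detected per B-cell at 101 weeks, such cells become fewer whether or not the chromosome is lost, so loss and none cannot be told apart.

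The staged model had a lower error than a constant guess in 10 of 11 mice, by -10.6 weeks (sign-flip permutation p = 0.00293).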
